# OGT binds a conserved C-terminal domain of TET1 to regulate TET1 activity and function in development

**DOI:** 10.7554/eLife.34870

**Published:** 2018-10-16

**Authors:** Joel Hrit, Leeanne Goodrich, Cheng Li, Bang-An Wang, Ji Nie, Xiaolong Cui, Elizabeth Allene Martin, Eric Simental, Jenna Fernandez, Monica Yun Liu, Joseph R Nery, Rosa Castanon, Rahul M Kohli, Natalia Tretyakova, Chuan He, Joseph R Ecker, Mary Goll, Barbara Panning

**Keywords:** TET, OGT, epigenetics, chromatin, stem cells, development, Mouse

## Abstract

TET enzymes convert 5-methylcytosine to 5-hydroxymethylcytosine and higher oxidized derivatives. TETs stably associate with and are post-translationally modified by the nutrient-sensing enzyme OGT, suggesting a connection between metabolism and the epigenome. Here, we show for the first time that modification by OGT enhances TET1 activity in vitro. We identify a TET1 domain that is necessary and sufficient for binding to OGT and report a point mutation that disrupts the TET1-OGT interaction. We show that this interaction is necessary for TET1 to rescue hematopoetic stem cell production in tet mutant zebrafish embryos, suggesting that OGT promotes TET1’s function during development. Finally, we show that disrupting the TET1-OGT interaction in mouse embryonic stem cells changes the abundance of TET2 and 5-methylcytosine, which is accompanied by alterations in gene expression. These results link metabolism and epigenetic control, which may be relevant to the developmental and disease processes regulated by these two enzymes.

## Introduction

Methylation at the 5’ position of cytosine in DNA is a widespread epigenetic regulator of gene expression. Proper deposition and removal of this mark is indispensable for normal vertebrate development, and misregulation of DNA methylation is a common feature in many diseases (Guibert and Weber, 2013; Smith and Meissner, 2013). The discovery of the Ten-Eleven Translocation (TET) family of enzymes, which iteratively oxidize 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC), has expanded the epigenome (Tahiliani et al., 2009; Ito et al., 2010; Kriaucionis and Heintz, 2009; He et al., 2011; Ito et al., 2011). These modified cytosines have multiple roles, functioning both as transient intermediates in an active DNA demethylation pathway (He et al., 2011; Guo et al., 2011; Cortellino et al., 2011; Gao et al., 2013; Weber et al., 2016) and as stable epigenetic marks (Bachman et al., 2014; Bachman et al., 2015) that may recruit specific readers (Spruijt et al., 2013).

One interesting interaction partner of TET proteins is *O*-linked N-acetylglucosamine (*O*-GlcNAc) Transferase (OGT). OGT is the sole enzyme responsible for attaching a GlcNAc sugar to serine, threonine, and cysteine residues of over 1000 nuclear, cytoplasmic, and mitochondrial proteins (Haltiwanger et al., 1990; Hanover et al., 2012; Maynard et al., 2016). Like phosphorylation, *O*-GlcNAcylation is a reversible modification that affects the function of target proteins. OGT’s targets regulate gene expression (Lewis and Hanover, 2014; Hardivillé and Hart, 2016), metabolism (Hanover et al., 2012; Bullen et al., 2014; Ruan et al., 2013), and signaling (Durning et al., 2016; Hanover et al., 2005), consistent with OGT’s role in development and disease (Hart et al., 2011; Levine and Walker, 2016).

OGT stably interacts with and modifies all three TET proteins and its genome-wide distribution overlaps significantly with TETs (Vella et al., 2013; Deplus et al., 2013; Chen et al., 2013). Two studies in mouse embryonic stem cells (mESCs) have suggested that TET1 and OGT may be intimately linked in regulation of gene expression, as depleting either enzyme reduced the chromatin association of the other and affected expression of its target genes (Vella et al., 2013; Shi et al., 2013). However, it is unclear to what extent these genome-wide changes are direct effects of perturbing the TET1-OGT interaction. Further work is necessary to uncover the biological importance of the partnership between TET1 and OGT.

In this work, we map the interaction between TET1 and OGT to a small C-terminal region of TET1, which is both necessary and sufficient to bind OGT. We show for the first time that OGT modifies the catalytic domain of TET1 in vitro and enhances its catalytic activity. We also use mutant TET1 to show that the TET1-OGT interaction promotes TET1 function in the developing zebrafish embryo. Finally, we show that in mESCs a mutation in TET1 that impairs its interaction with OGT results in alterations in gene expression and in abundance of 5mC and TET2. Together these results suggest that OGT regulates TET1 activity, indicating that the TET1-OGT interaction may be two-fold in function – allowing TET1 to recruit OGT to specific genomic loci and allowing OGT to modulate TET1 activity.

## Results

### A short C-terminal region of TET1 is necessary for binding to OGT

TET1 and OGT interact with each other and are mutually dependent for their localization to chromatin(Vella et al., 2013). To understand the role of this association, it is necessary to specifically disrupt the TET1-OGT interaction. All three TETs interact with OGT via their catalytic domains (Deplus et al., 2013; Chen et al., 2013; Ito et al., 2014). We sought to identify the region within the TET1 catalytic domain (TET1 CD) responsible for binding to OGT. The TET1 CD consists of a cysteine-rich N-terminal region necessary for co-factor and substrate binding, a catalytic fold consisting of two lobes separated by a spacer of unknown function, and a short C-terminal region also of unknown function (Figure 1A). We transiently transfected HEK293T cells with FLAG-tagged mouse TET1 CD constructs bearing deletions of each of these regions, some of which failed to express (Figure 1B). Because HEK293T cells have low levels of endogenous OGT, we also co-expressed His-tagged human OGT (identical to mouse at 1042 of 1046 residues). TET1 constructs were immunoprecipitated (IPed) using a FLAG antibody and analyzed for interaction with OGT. We found that deletion of only the 45 residue C-terminus of TET1 (hereafter C45) prevented detectable interaction with OGT (Figure 1B, TET1 CD del. 4). To exclude the possibility that this result is an artifact of OGT overexpression, we repeated the experiment overexpressing only TET1. TET1 CD, but not TET1 CD lacking C45, interacted with endogenous OGT, confirming that the C45 is necessary for this interaction (Figure 1—figure supplement 1).

**Figure 1.**
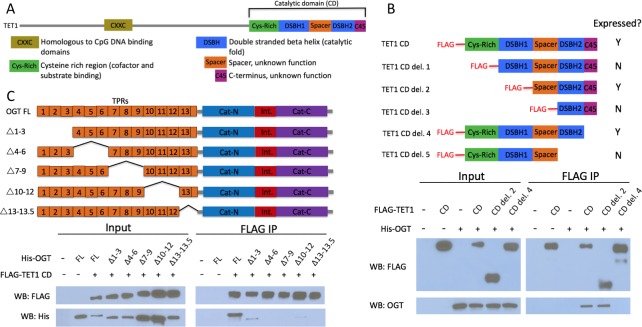
The short TET1 C-terminus is required for interaction with OGT. (**A**) Domain architecture of TET1. (**B**) Diagram of FLAG-tagged TET1 CD constructs expressed in HEK293T cells (upper). FLAG and OGT western blot of inputs and FLAG IPs from HEK293T cells transiently expressing FLAG-TET1 CD truncations and His-OGT (lower). (**C**) Diagram of His-tagged OGT constructs expressed in HEK293T cells (upper). FLAG and His western blot of input and FLAG IPs from HEK293T cells transiently expressing FLAG-TET1 CD and His-OGT TPR deletions (lower).

**Figure 1—figure supplement 1.**
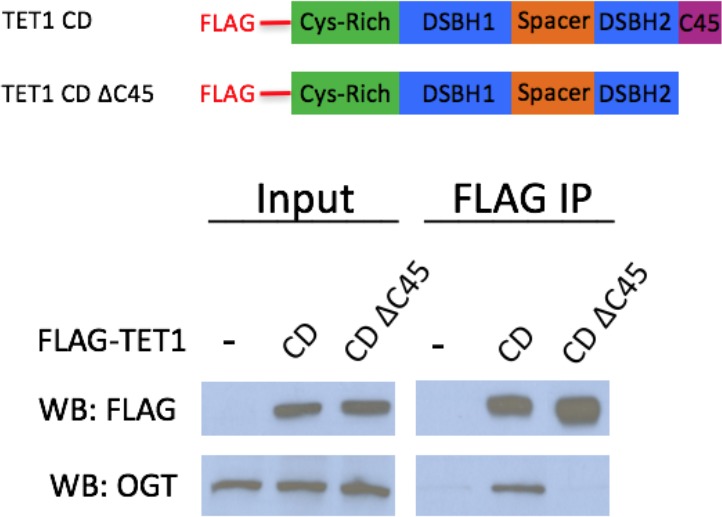
TET1 C45 is necessary for interaction with endogenous OGT FLAG and OGT western blot of inputs and FLAG IPs from HEK293T cells transiently expressing FLAG-TET1 CD or FLAG-TET1 CD ΔC45 (diagrammed in the upper panel).

OGT has two major domains: the N-terminus consists of 13.5 tetratricopeptide repeat (TPR) protein–protein interaction domains, and the C-terminus contains the bilobed catalytic domain (Figure 1C). We made internal deletions of several sets of TPRs to ask which are responsible for binding to the TET1 CD. We co-transfected HEK293T cells with FLAG-TET1 CD and His6-tagged OGT constructs and performed FLAG IP and western blot as above. We found that all the TPR deletions tested impaired the interaction with TET1 CD, with deletion of TPRs 7 – 9, 10 – 12, or 13 – 13.5 being most severe (Figure 1C). This result suggests that all of OGT’s TPRs may be involved in binding to the TET1 CD, or that deletion of a set of TPRs disrupts the overall structure of the repeats in a way that disfavors binding.

### Conserved residues in the TET1 C45 are necessary for the TET1-OGT interaction

An alignment of the TET1 C45 region with the C-termini of TET2 and TET3 revealed several conserved residues (Figure 2A). We mutated clusters of three conserved residues in the TET1 C45 of FLAG-tagged TET1 CD (Figure 2B) and co-expressed these constructs with His-OGT in HEK293T cells. FLAG pulldowns revealed that two sets of point mutations disrupted the interaction with OGT: mutation of D2018, V2021, and T2022, or mutation of V2021, T2022, and S2024 (Figure 2C, mt1 and mt2). These results suggested that the residues between D2018 and S2024 are crucial for the interaction between TET1 and OGT. Further mutational analysis revealed that altering D2018 to A (D2018A) eliminated detectable interaction between FLAG-tagged TET1 CD and His-OGT (Figure 2D).

**Figure 2.**
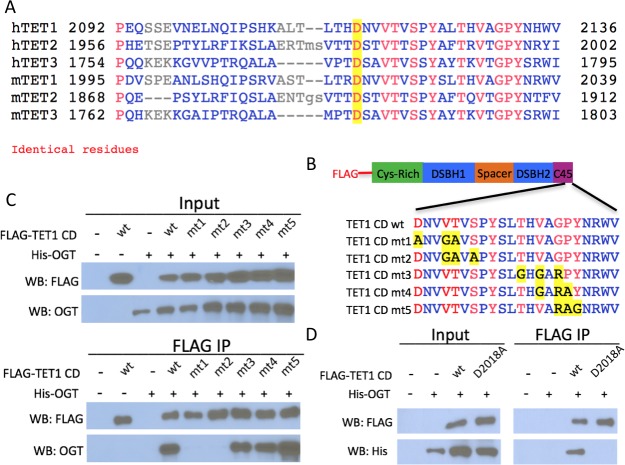
Conserved residues in the TET1 C45 are necessary for the TET1-OGT interaction. (**A**) Alignment of the C-termini of human (h) and mouse (m) TETs 1, 2, and 3. A conserved aspartate residue mutated in D is highlighted. (**B**) Diagram of FLAG-tagged TET1 CD constructs expressed in HEK293T cells. (**C**) FLAG and OGT western blot of inputs and FLAG IPs from HEK293T cells transiently expressing FLAG-TET1 CD triple point mutants and His-OGT. (**D**) FLAG and His western blot of inputs and FLAG IPs from HEK293T cells transiently expressing His-OGT and FLAG-TET1 CD or FLAG-TET1 CD D2018A.

### The TET1 C-terminus is sufficient for binding to OGT

Having shown that the TET1 C45 is necessary for the interaction with OGT, we next examined if it is also sufficient to bind OGT. We fused the TET1 C45 to the C-terminus of GFP (Figure 3A) and investigated its interaction with OGT. We transiently transfected GFP or GFP-C45 into HEK293T cells and pulled down with a GFP antibody. We found that GFP-C45, but not GFP alone, bound OGT (Figure 3B), indicating that the TET1 C45 is sufficient for interaction with OGT.

**Figure 3.**
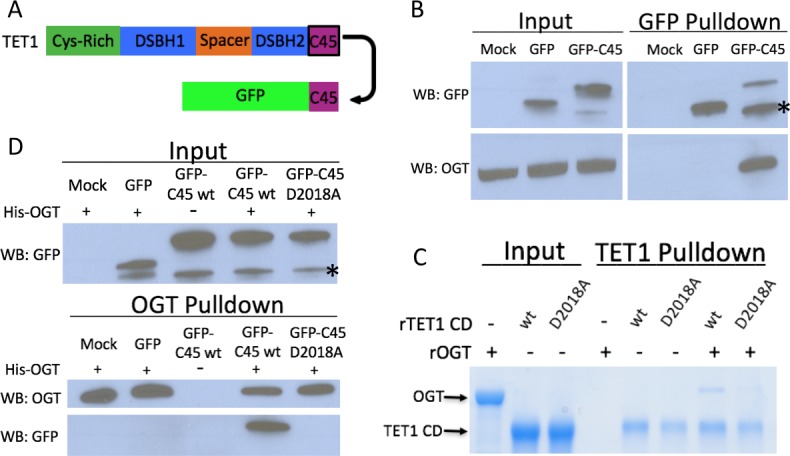
The TET1 C45 is sufficient for interaction with OGT in cells and in vitro. (**A**) Schematic of the TET1 C45 fusion to the C-terminus of GFP. (**B**) GFP and OGT western blot of inputs and GFP IPs from HEK293T cells transiently expressing GFP or GFP-TET1 C45. *Truncated GFP. (**C**) Coomassie stained protein gel of inputs and TET1 IPs from in vitro binding reactions containing rOGT and rTET1 CD wild type or D2018A. No UDP-GlcNAc was included in these reactions. (**D**) GFP and OGT western blot of inputs and OGT IPs from in vitro binding reactions containing rOGT and in vitro translated GFP constructs. *Truncated GFP.

To determine if the interaction between TET1 CD and OGT is direct, we employed recombinant proteins in pulldown assays using beads conjugated to a TET1 antibody. We used recombinant human OGT (rOGT) isolated from *E. coli* and recombinant mouse TET1 catalytic domain (aa1367-2039), either wild type (rTET1 wt) or D2018A (rD2018A) purified from sf9 cells. rTET1 wt, but not beads alone, pulled down rOGT, indicating a direct interaction between these proteins (Figure 3C). rD2018A did not pull down rOGT, consistent with our mutational analysis in cells. Then we used an in vitro transcription/translation extract to produce GFP and GFP-C45, incubated each with rOGT, and found that the TET1 C45 is sufficient to confer binding to rOGT (Figure 3D). The D2018A mutation in the GFP-C45 was also sufficient to prevent rOGT binding (Figure 3D), consistent with the behavior of TET1 CD D2018A in cells. Together these results indicate that the TET1-OGT interaction is direct and mediated by the TET1 C45.

### The D2018A mutation impairs TET1 CD stimulation by OGT

We employed the D2018A mutation to investigate the effects of perturbing the TET1-OGT interaction on rTET1 activity. rTET1 wt and rD2018A catalyzed formation of 5hmC on an in vitro methylated lambda DNA substrate (Figure 4A). Incubation with rOGT and OGT’s cofactor UDP-GlcNAc resulted in *O*-GlcNAcylation of rTET1 wt but not rD2018A (Figure 4B).

**Figure 4.**
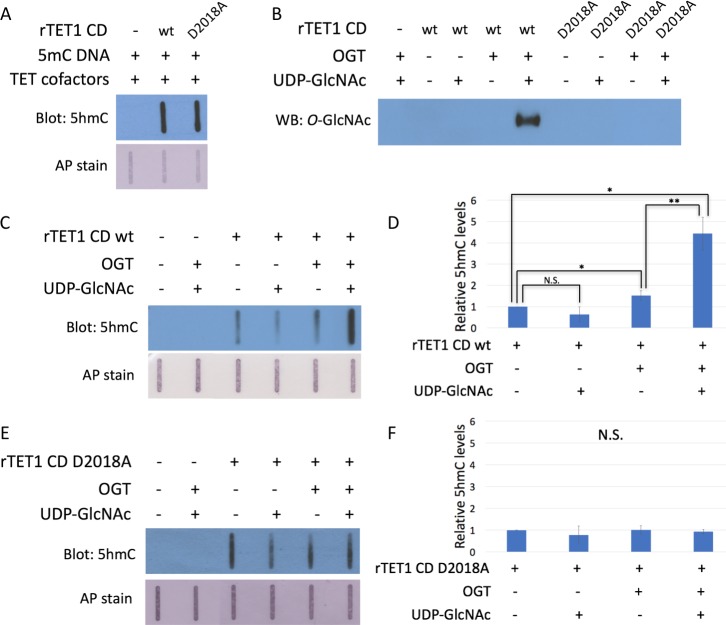
The D2018A mutation impairs TET1 CD stimulation by OGT. (**A**) 5hmC slot blot of biotinylated 5mC containing lambda DNA from rTET1 CD activity assays. Alkaline phosphatase staining was used to detect biotin as a loading control. (**B**) Western blot for *O*-GlcNAc in in vitro O-GlcNAcylation reactions. (**C**) 5hmC slot blot of biotinylated 5mC containing lambda DNA from rTET1 wt activity assays. Alkaline phosphatase staining was used to detect biotin as a loading control. (**D**) Quantification of 5hmC levels from rTET1 wt activity assays. Results are from 3 to 5 slot blots and normalized to rTET1 wt alone. (**E**) 5hmC slot blot of biotinylated 5mC containing lambda DNA from rD2018A activity assays. Alkaline phosphatase staining was used to detect biotin as a loading control. (**F**) Quantification of 5hmC levels from rD2018A activity assays. Results are from 3 to 5 slot blots and normalized to rD2018A alone. Error bars denote s.d. *p<0.01, **p<0.01, N.S. – not significant. 10.7554/eLife.34870.007Figure 4—source data 1.For Figure 4D and 4F Quantification of 5hmC levels from activity assays with rTET1 wt.(**A**) and rD2018A (**B**) used to generate graphs in Figure 4D (**A**) and Figure 4F (**B**). 5hmC signal for TET1 alone is set to one for each replicate.

To explore whether *O*-GlcNAcylation affects TET1 CD activity, we incubated rTET1 wt and rD2018A with UDP-GlcNAc and rOGT individually or together and assessed 5hmC production (Figure 4C–F, Figure 4—source data 1). Addition of UDP-GlcNAc did not significantly affect activity of rTET1 wt or rD2018A. Incubation with rOGT alone slightly enhanced 5hmC synthesis by rTET1 wt (1.3 to 1.7-fold), but not rD2018A. We observed robust stimulation (4 to 5-fold) when rTET1 wt but not rD2018A was incubated with rOGT and UDP-GlcNAc. These results suggest that while the TET1-OGT protein-protein interaction may slightly enhance TET1’s activity, the *O*-GlcNAc modification is responsible for the majority of the observed stimulation.

### The TET-OGT interaction promotes TET1 function in the zebrafish embryo

We used zebrafish as a model system to ask whether the D2018A mutation affects TET function during development. Deletion analysis of *tet*s in zebrafish showed that Tet2 and Tet3 are the most important in development, while Tet1 contribution is relatively limited (Li et al., 2015). Deletion of both *tet2* and *tet3* (*tet2/3* DM) causes a severe decrease in 5hmC levels accompanied by larval lethality owing to abnormalities including defects in hematopoietic stem cell (HSC) production. Reduced HSC production is visualized by reduction in the transcription factor *runx1*, which marks HSCs in the dorsal aorta of wild-type embryos, but is largely absent from this region in *tet2/3* DM embryos. 5hmC levels and *runx1* expression are rescued by injection of human TET2 or TET3 mRNA into one-cell-stage embryos (Li et al., 2015).

Given strong sequence conservation among vertebrate TET/Tet proteins, we asked if over expression of mouse Tet1 mRNA could also rescue HSC production in *tet2/3* DM zebrafish embryos and if this rescue is OGT interaction-dependent. To this end, *tet2/3* DM embryos were injected with wild type or D2018A mutant encoding mouse Tet1 mRNA at the one cell stage. At 30 hr post fertilization (hpf) embryos were fixed and the presence of *runx1* positive HSCs in the dorsal aorta was assessed by in situ hybridization (Figure 5A). Tet1 wild type mRNA significantly increased the percentage of embryos with strong *runx1* labeling in the dorsal aorta (high *runx1*), while Tet1 D2018A mRNA failed to rescue *runx1* positive cells (Figure 5A–B, Figure 5—source data 1). We also performed dot blots with genomic DNA from these embryos to measure levels of 5hmC (Figure 5C). On average, embryos injected with wild type Tet1 mRNA showed a modest but significant increase in 5hmC relative to uninjected *tet2/3* DM embryos, while injection of TET1 D2018A mRNA did not show a significant increase (Figure 5D). These results suggest that the TET1-OGT interaction promotes both TET1’s catalytic activity and its ability to rescue *runx1* expression in this system.

**Figure 5.**
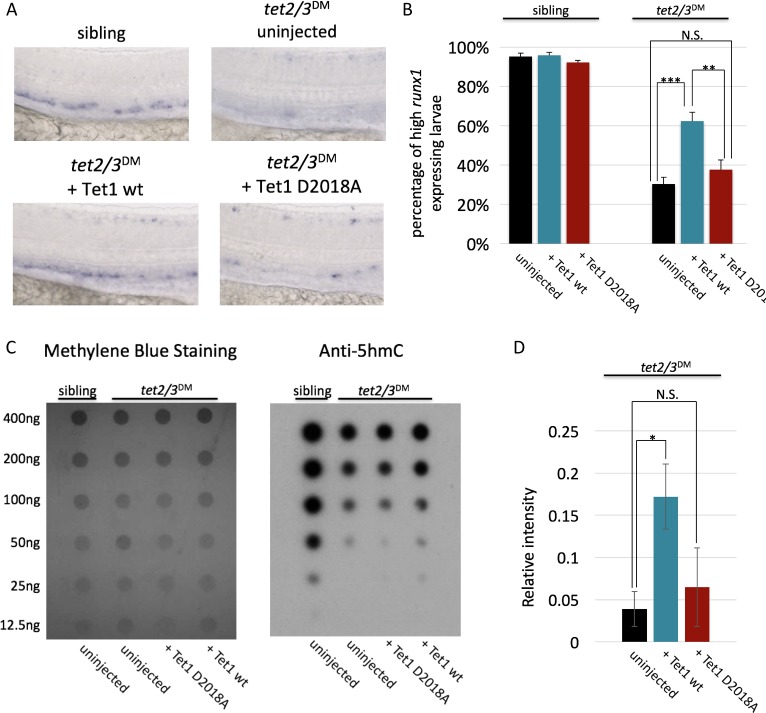
The TET1-OGT interaction promotes TET1 function in the zebrafish embryo. (**A**) Representative images of *runx1* labeling in the dorsal aorta of wild type or *tet2/3*^DM^ zebrafish embryos, uninjected or injected with mRNA encoding mouse Tet1 wild type or D2018A. (**B**) Percentage of embryos with high *runx1* expression along the dorsal aorta. (**C**) 5hmC dot blot of genomic DNA from wild type or *tet2/3*^DM^ zebrafish embryos injected with Tet1 wild type or D2018A mRNA. Methylene blue was used as a loading control. (**D**) Quantification of 5hmC levels from three dot blots, normalized to methylene blue staining. Error bars denote s.d. *p<0.05, **p<0.01, ***p<0.001, N.S. – not significant. 10.7554/eLife.34870.009Figure 5—source data 1.For Figure 5B Quantification of *runx1* levels in zebrafish embryos used to generate graph in Figure 5B.

### The D2018A mutation alters gene expression and 5mC levels in mESCs

Given the defect of TET1 D2018A in the zebrafish system, we decided to explore the effect of this mutation in mammalian cells. To this end, we generated a D2018A mutation in both copies of the *Tet1* gene (Figure 6A) in mESCs (Figure 6—figure supplement 1). A FLAG tag was also introduced onto the C-terminus of wild type (WT) or D2018A mutant (D2018A) TET1. We first tested whether D2018 was necessary for the TET1-OGT interaction in the context of endogenous full length TET1 in these cells. FLAG pulldowns revealed that the D2018A mutation reduced, but did not eliminate, co-IP of OGT with TET1 (Figure 6B). Levels of TET2 protein were significantly increased in D2018A cells compared to WT (Figure 6C), suggesting the cells may be compensating for impaired TET1 function by producing more TET2.

**Figure 6.**
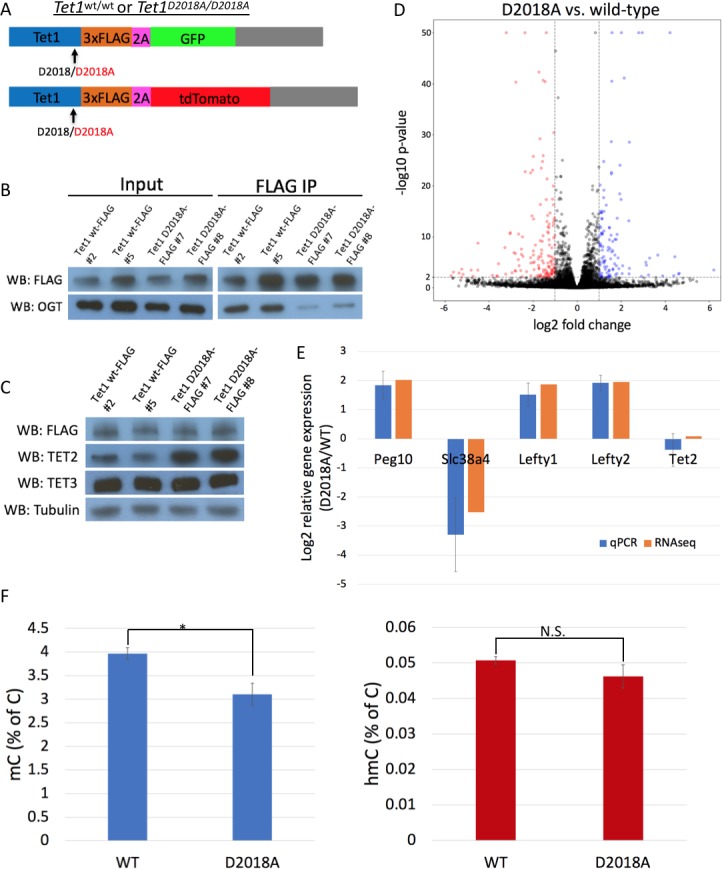
The D2018A mutation alters gene expression and 5mC levels in mESCs. (**A**) Schematic of WT and D2018A mESC lines. (**B**) FLAG and OGT western blot of inputs and FLAG IPs from WT and D2018A mESCs. (**C**) Western blots for FLAG, TET2, and TET3 of protein extracts from WT and D2018A mESCs. (**D**) Volcano plot showing differentially expressed genes in D2018A vs. WT mESCs. Red: decreased expression (log2 fold change > −1, Benjamini-Hochberg adjusted p-value<0.01). Blue: increased expression (log2 fold change >1, Benjamini-Hochberg adjusted p-value<0.01) E) qPCR analysis of selected differentially expressed genes. (**F**) Mass spec quantification of mC and hmC levels in WT and D2018A cells. Error bars denote s.d. *p<0.05, N.S. – not significant. 10.7554/eLife.34870.014Figure 6—source data 1.For Figure 6E Quantification of gene expression by RT-qPCR used for graph in Figure 6E. 10.7554/eLife.34870.015Figure 6—source data 2.For Figure 6F Mass spectrometry quantification of 5mC and 5hmC in WT and D2018A mESCs, used to generate graph in Figure 6F.

**Figure 6—figure supplement 1.**
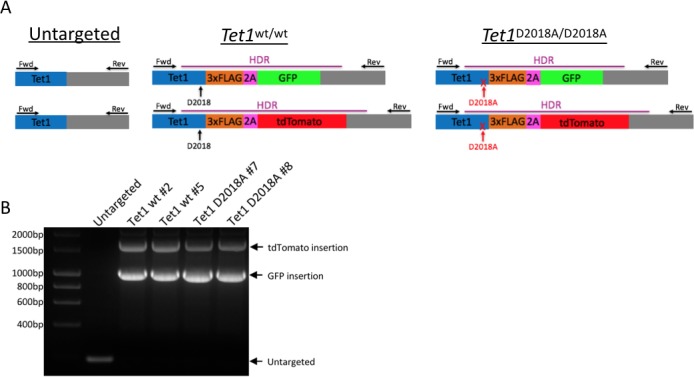
Generation of mESC lines. (**A**) Schematic of mESC lines. DNA encoding a 3xFLAG tag was added to the 3’ end of both alleles of *Tet1*, followed by a 2A sequence and a fluorescent protein (GFP or tdTomato). The 2A sequence causes ribosome skipping, resulting in separate translation of TET1-3xFLAG and 2A-GFP or 2A-tdTomato. Purple line: template used for homology-directed repair (HDR). Horizontal arrows: primers used for PCR genotyping. Vertical arrows: D2018 residue. (**B**) PCR genotyping of independently derived, clonal, targeted mESC lines using primers indicated in A.

**Figure 6—figure supplement 2.**
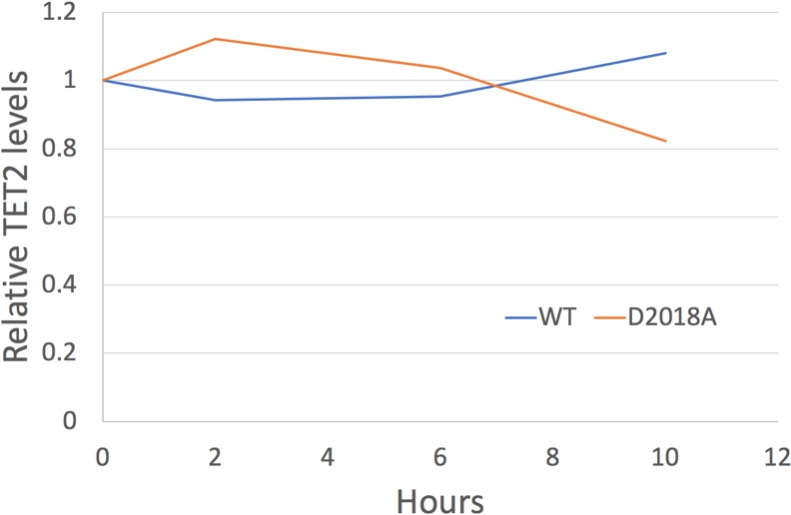
Analysis of TET2 protein stability. Quantification of western blots (TET2 signal normalized to Tubulin signal) of protein lysates from WT and D2018A mESCs treated with cycloheximide (50 µg/mL) at indicated timepoints. 10.7554/eLife.34870.016Figure 6—figure supplement 2—source data 1.For Figure 6—figure supplement 2 Quantification of western blots for TET2 and Tubulin from WT and D2018A mESCs treated with cycloheximide, used to generate graph in Figure 6—figure supplement 2.

**Figure 6—figure supplement 3.**
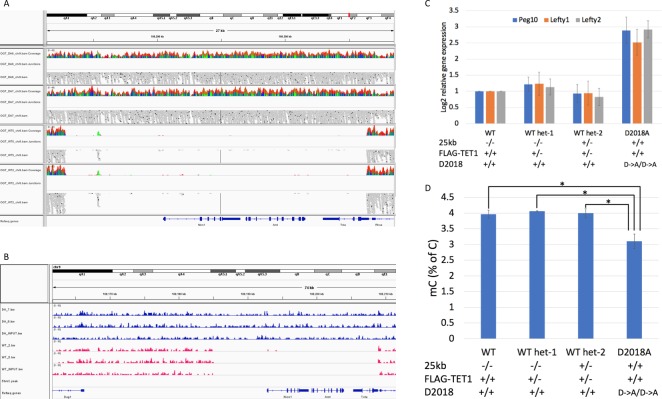
Analysis of 25 kb deletion in WT cells Coverage from WGBS. (**A**) and 5hmC-Seal (**B**) showing ~25 kb deleted in WT cells. (**C**) qPCR comparing gene expression in WT, D2018A, and WT single targeted (het-1 and het-2) cell lines. Het-2 cells have wild-type TET1 and one intact copy of the 25 kb region. (**D**) Mass spec comparing 5mC levels in WT, D2018A, and WT single targeted (het-1 and het-2) cells. Error bars denote s.d. *p<0.05. 10.7554/eLife.34870.017Figure 6—figure supplement 3—source data 1.For Figure 6—figure supplement 3C Quantification of gene expression by RT-qPCR used for graph in Figure 6—figure supplement 3C. 10.7554/eLife.34870.018Figure 6—figure supplement 3—source data 2.For Figure 6—figure supplement 3D Mass spectrometry quantification of 5mC in mESCs, used to generate graph in Figure 6—figure supplement 3D.

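The paper reports a deletion in WT but not D2018A cells and draws it in Figure 6—figure supplement 3B. The limits of the window of chromosome 9 drawn there for 5hmC-Seal were read from its mm9 axis. Neither peak list had a peak in this window or within 50000 bp of it. The nearest WT peaks were from 108017473 to 108018658 (score 92.06) and from 110536058 to 110536795 (score 62.36), which leaves 2517399 bp of chromosome 9 without a WT peak. In D2018A the nearest peaks were from 108018169 to 108018450 (score 51.52) and from 108403489 to 108403784 (score 58.65), with 385038 bp between them. Deleted DNA can hold no WT peak, whatever the 5hmC. With 50 WT and 30 D2018A peaks on the whole chromosome, the lack of a WT peak in the window is not distinguishable from the lack of a D2018A peak there. Neither the lack of peaks nor the distances between the nearest peaks therefore bear on the deletion. The read coverage that the panel shows was not analysed here.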

To determine whether the TET1 D2018A mutation affected gene expression, we compared WT and D2018A mESCs using RNA-seq. We identified 378 genes whose expression changed by 2-fold or more in D2018A cells compared to WT (157 upregulated and 221 downregulated)(Figure 6D, Supplementary file 1). In spite of the increased TET2 protein levels in D2018A cells, we did not observe increased abundance of *Tet2* transcripts (Figure 6E, Figure 6—source data 1), nor increased stability of TET2 protein in D2018A cells compared to WT (Figure 6—figure supplement 2, Figure 6—figure supplement 2—source data 1).

To examine how the TET1 D2018A mutation affected DNA modifications, we used LC-MS/MS to measure levels of 5mC and 5hmC in WT and D2018A mESCs. The total amount of 5mC was about 25% lower in D2018A cells compared to WT, while levels of 5hmC were not significantly different (Figure 6F, Figure 6—source data 2).

### The D2018A mutation redistributes 5hmC and reduces 5mC levels

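5hmC-Seal marks 5-hydroxymethylcytosine in fragmented genomic DNA by attaching an azide-bearing glucose to it, adding biotin to the azide and pulling the marked fragments down on streptavidin beads, so that sequenced fragments gather where 5hmC lies. It was applied to mouse embryonic stem cell (mESC) lines derived from the parental line LF2, in which both copies of Tet1 had been edited. The WT lines carry a FLAG tag on TET1, and the D2018A lines also carry the change of aspartate to alanine that weakens the binding of TET1 to OGT. The WT group held 2 lines (lines 2 and 5) and the D2018A group held 2 lines (lines 7 and 8), each started from 100 ng of DNA, and each genotype had 1 input library that was amplified without labelling and pull-down. The paper gives paired reads of 42 bp from a NextSeq instrument, whereas the sample labels give 40 bp and a HiSeq instrument. The authors trimmed the reads, aligned them with bowtie to the mm9 mouse genome and called peaks with MACS, and they deposited 1 peak list per genotype. Each list covers both lines of its genotype, and the paper does not state how the lines were combined or which settings of the caller were used. Each peak has a position and the authors' score, a p-value of the caller on a logarithmic scale on which higher means a smaller p. The number of reads behind the lists is unknown, so a region without a peak was not called at an unknown depth, and a peak in 1 list alone is not a measured difference in 5hmC. With no values per line, no spread between lines can be given. From the lists, peaks were counted, compared by position and ranked by score within each list. Peak positions are given on mm9, and peaks were not assigned to genes.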

To determine if perturbing the TET1-OGT interaction affected the distribution of CpG modifications, we performed 5hmC-Seal and whole genome bisulfite sequencing (WGBS) on WT and D2018A mESCs. 

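The WT list held 1230 peaks and the D2018A list 839 peaks. The WT peaks covered 822647 bp in all, and the D2018A peaks covered 341165 bp. The lowest score was 50.04 in WT and 50.02 in D2018A, which correspond to p-values of the caller of 9.91e-06 and 9.95e-06. Most peaks were called close to these lowest scores. In WT, 646 peaks (52.5%) had a score under 60 and the median score was 59.1, whereas 511 D2018A peaks (60.9%) had a score under 60 and the median was 58.05. A score of at least 100 was reached by 71 WT peaks and 31 D2018A peaks, and this stricter limit changed the peak numbers most among the alternatives tried. The median width was 601.5 bp in WT (interquartile range 514 to 747 bp) and 362 bp in D2018A (308 to 452 bp). As there was 1 list per genotype, the difference in peak number has no replicate check and no test was made of it. The highest-scoring WT peak lay on chromosome 12 from 85909747 to 85914188, with a score of 394.35, and a D2018A peak there had a score of 107.2. The next WT peaks were on chromosome 8 from 111472108 to 111473496 (score 198.4), on chromosome 3 from 102739210 to 102740308 (score 184.87), on chromosome 8 from 111470095 to 111471775 (score 175.48) and on chromosome 12 from 110271482 to 110272799 (score 174.97). All 5 of these WT peaks overlapped a D2018A peak. The highest-scoring D2018A peak lay on chromosome 1 from 133025418 to 133026809, with a score of 203.94, and overlapped a WT peak with a score of 108.93. It was followed by peaks on chromosome 3 from 102739186 to 102740210 (score 158.81), from 86888602 to 86889248 (score 129.09) and from 148480373 to 148481118 (score 129.01), and on chromosome 11 from 3049480 to 3051609 (score 126.73). Of these, only the peak from 148480373 had no WT peak at its position. The paper relates the number of peaks to the low level of 5hmC measured by mass spectrometry.

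**Figure D1:**
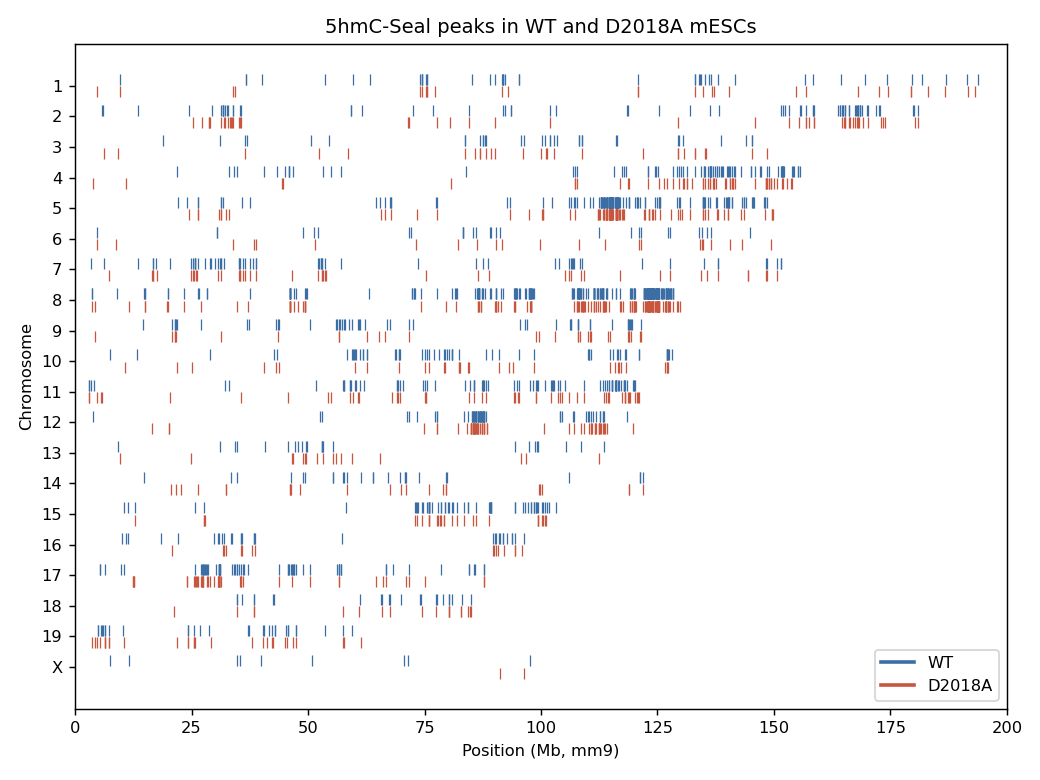
Positions of the 5hmC-Seal peaks on each chromosome of mm9, with the position in Mb on the horizontal axis and 1 vertical line per peak, blue for WT (1230 peaks) and red for D2018A (839 peaks). Chromosome 8 carries 241 WT and 150 D2018A peaks, most of them past 85 Mb, and the X chromosome carries 9 and 2.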

Our 5hmC-Seal analysis detected very few hydroxymethylated peaks, consistent with the low levels of 5hmC detected by mass spec (Figure 6F). We identified 76 differentially hydroxymethylated regions (DhMRs), which were enriched in genic regions over intergenic regions (Figure 7A). 

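In the deposited peak lists, 187 WT peaks (15.2%, 95% Wilson interval 13.3 to 17.3%) shared at least 1 bp with a D2018A peak, and 189 D2018A peaks (22.5%, 19.8 to 25.5%) shared at least 1 bp with a WT peak. These intervals cover counting error only. When the D2018A peaks were placed at random on their own chromosomes, between the first and the last peak, a mean of 0.771 WT peaks (SD 0.875) was overlapped. None of the 10000 placements gave more than 6 (one-sided permutation test, p = 0.0001, the smallest these placements can give). The placements did not hold CpG density or read mapping fixed, so the excess alone does not show that the shared peaks are 5hmC. Requiring a score of at least 100 in both lists left 4 shared peaks, the largest change among the alternatives tried. The share of peaks found in the other list rose with the score. It was 10.1% (interval 7.97 to 12.6%) for WT peaks with a score from 50 to under 60, and 43.7% (32.7 to 55.2%) for the 71 WT peaks with a score of at least 100. For D2018A these shares were 14.5% (11.7 to 17.8%) and 67.7% (50.1 to 81.4%). The WT peaks without a D2018A counterpart numbered 1043, and the D2018A peaks without a WT counterpart numbered 650. These peaks are not the paper's differentially hydroxymethylated regions, which came from read counts compared with DESeq2. Those counts and the genic annotation of the regions were not analysed here.

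**Figure D2:**
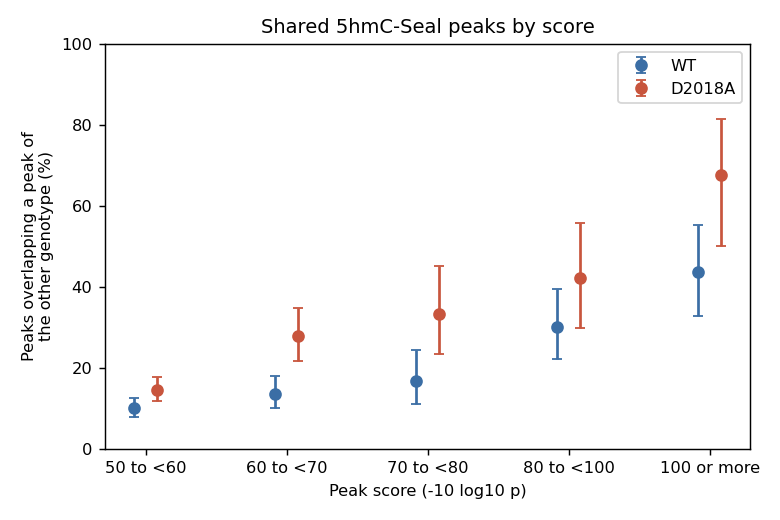
Share of 5hmC-Seal peaks that overlap a peak of the other genotype (vertical axis, %) by the peak's score (horizontal axis), for WT in blue and D2018A in red, with 95% Wilson intervals as bars. The share rises from 10.1% to 43.7% in WT and from 14.5% to 67.7% in D2018A between the lowest and the highest score class.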

95 genes were associated with a change in 5hmC levels (DhMGs) – 46 with more 5hmC in D2018A mESCs and 49 with less 5hmC (Figure 7B). Metagene analysis showed no dramatic changes in 5hmC distribution around genes (Figure 7C). 

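Peaks called in 1 genotype alone occurred on both sides, and their median score was the lower one in each list, although 40 of the 71 WT peaks with a score of at least 100 were among them. In WT the median score was 65.97 for peaks shared with D2018A and 58.06 for WT-specific peaks, a difference of 7.91. In D2018A the medians were 64.34 and 56.6, a difference of 7.78. Permuting the scores within each list 100000 times gave a two-sided p of 1e-05 in either list, the smallest this permutation test can give, with peaks rather than cell lines as the units. With at least 50% of both peaks required to overlap, the WT difference was 5.02, the largest change among the alternatives. The highest-scoring WT-specific peaks were on chromosome 8 from 94554666 to 94556234 (score 161.63), on chromosome 2 from 31677957 to 31678911 (score 153.36), on chromosome 8 from 113009000 to 113010767 (score 149.35), on chromosome 13 from 34838347 to 34839473 (score 149.32) and on chromosome 8 from 122136155 to 122137111 (score 131.69). After the peak on chromosome 3 named above, the highest-scoring D2018A-specific peaks were on chromosome 17 from 30889343 to 30890259 (score 123.89) and from 12420119 to 12420873 (score 119.78), on chromosome 8 from 124927009 to 124927459 (score 116.98) and on chromosome 5 from 116316304 to 116316913 (score 114.71). The nearest WT peak lay 3148 bp from the chromosome 17 peak at 30889343 and 2968 bp from the chromosome 5 peak. The shares of peaks on each of the 20 chromosomes were not distinguishable between the genotypes. The smallest adjusted p was 0.944 (Fisher's exact test with Benjamini-Hochberg adjustment), and 0 chromosomes had an unadjusted p under 0.05. From genes with more and genes with less 5hmC in its own comparison, and no dramatic change in the average profile around genes, the paper proposes that 5hmC is redistributed at few genes.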

Overall, this data suggests a redistribution of 5hmC in the D2018A mESCs at a small subset of genes. The small number of 5hmC changes precludes a statistically meaningful comparison with the differentially expressed genes (DEGs) identified by RNA-seq.

**Figure 7.**
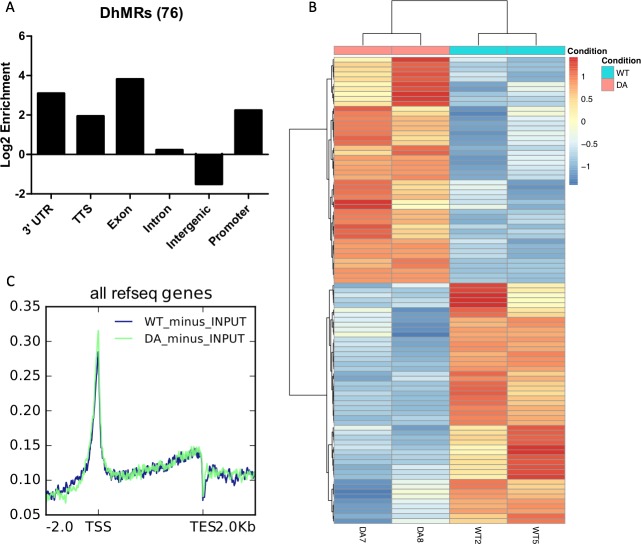
5hmC-Seal analysis of WT and D2018A mESCs. (**A**) Genomic annotations of differentially hydroxymethylated regions in WT vs. D2018A mESCs. (**B**) Heatmap depicting 95 differentially hydroxymethylated genes in WT vs. D2018A mESCs. (**C**) Distribution of averaged hmCpG level at all genes.

Consistent with our mass spec results, WGBS showed reduced levels of 5mC + 5 hmC in D2018A cells compared to WT (Figure 8A,B). We found no evidence of a change in the distribution of CpG modifications; rather, 5mC + 5 hmC was reduced genome-wide in D2018A cells (Figure 8C). To examine whether promoter methylation differences correlate with differential gene expression, we compared the difference in average CpG modification at each promoter to the fold change of the corresponding gene. We found a very small, but statistically significant, negative correlation between promoter CpG modification and gene expression (Pearson r = −0.02, p=0.025)(Figure 8D, Figure 8—figure supplement 1).

**Figure 8.**
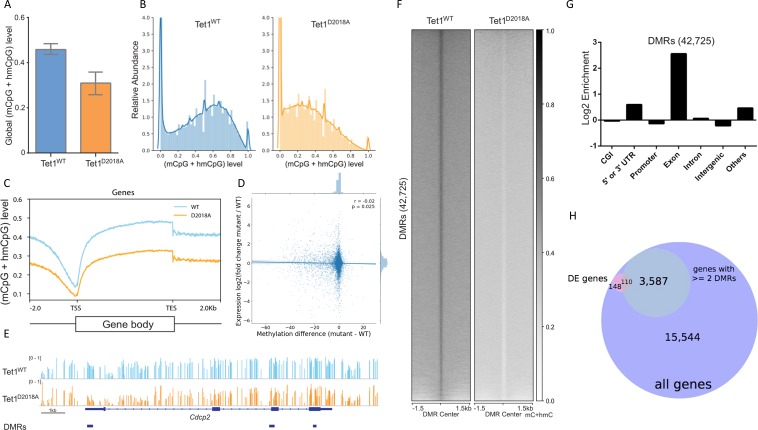
Whole genome bisulfite sequencing of WT and D2018A mESCs. (**A**) Genome-wide levels of mCpG +hmCpG. (**B**) Distribution of mC +hmC levels for individual CG sites fitting with kernel density estimate (KDE). (**C**) Distribution of averaged mCpG +hmCpG level at all genes. (**D**) Scatter plot of difference (D2018A - WT) in average CpG methylation in a 500 bp window around each promoter vs. log2 fold change (D2018A/WT) of corresponding genes. (**E**) An example of hypo CG-DMRs in exons of *Cdcp*2 gene in D2018A mESCs. (**F**) Average mCpG +hmCpG level ((h)mCG/CG) of individual ranked DMRs and flanking regions (±1.5 kb). (**G**) Genomic annotations of hypo CG-DMRs in D2018A mESCs. CGI: CpG island. (**H**) Overlap between DEGs and the set of genes with ≥ 2 DMRs between the gene's start and end sites (hypergeometric p value = 1.770e-19).

**Figure 8—figure supplement 1.**
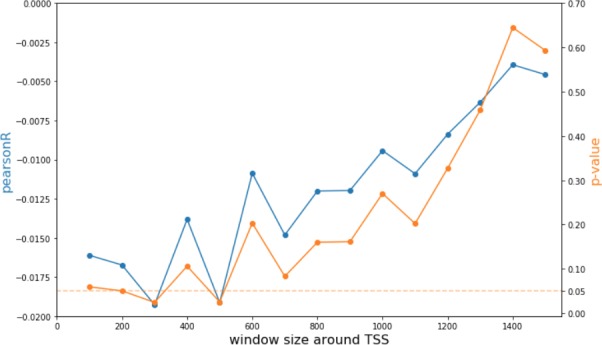
Analysis of CpG modification changes in promoters of differentially expressed genes. Pearson correlations and p-values of comparisons between promoter CpG modifications and fold change of corresponding genes as a function of window size around each promoter.

The WGBS analysis identified 42,725 differentially methylated regions (DMRs)(Figure 8E–G), none of which overlapped with the 76 DhMRs. Similar to DhMRs, DMRs were significantly enriched in exons over other genomic regions (Figure 8E). Next we asked if there was a correlation between gene body DMRs and gene expression. We identified 3587 genes that contained two or more DMRs between the transcription start and end sites. This group was enriched for DEGs (Figure 8H), suggesting that changes in gene body cytosine modifications may underlie some of the gene expression differences between WT and D2018A mESCs.

## Discussion

### A unique OGT interaction domain

We identified a 45-amino acid domain of TET1 that is both necessary and sufficient for binding of OGT. To our knowledge, this is the first time that a small protein domain has been identified that confers stable binding to OGT. The vast majority of OGT targets do not bind to OGT tightly enough to be detected in co-IP experiments, suggesting that OGT’s interaction with TET proteins is unusually strong. For determination of the crystal structure of the human TET2 catalytic domain in complex with DNA, the corresponding C-terminal region was deleted (Hu et al., 2013), suggesting that it may be unstructured. When bound to OGT this domain may become structured, and structural studies of OGT bound to C45 could shed light on what features make this domain uniquely able to interact stably with OGT and how OGT may stimulate TET1 activity.

An alternative or additional role for the stable TET-OGT interaction may be recruitment of OGT to chromatin by TET proteins. Loss of TET1 causes loss of OGT from chromatin (Vella et al., 2013) and induces similar changes in transcription in both wild-type mESCs and mESCs lacking DNA methylation (Williams et al., 2011). This raises the possibility that TET proteins may recruit OGT to chromatin to regulate gene expression independent of 5mC oxidation. Consistent with this possibility, OGT modifies many transcription factors and chromatin regulators in mESCs (Myers et al., 2011)(Figure 9). Thus it may be that the stable TET1-OGT interaction promotes both regulation of TET1 activity by *O*-GlcNAcylation as well as recruitment of OGT to chromatin. Notably, our results show that TET1 D2018A does not rescue 5hmC levels in *tet2/3* DM zebrafish embryos to the same extent as the wild type protein, suggesting that at least part of the role of the TET1-OGT interaction in vivo is regulation of TET1 activity.

**Figure 9.**
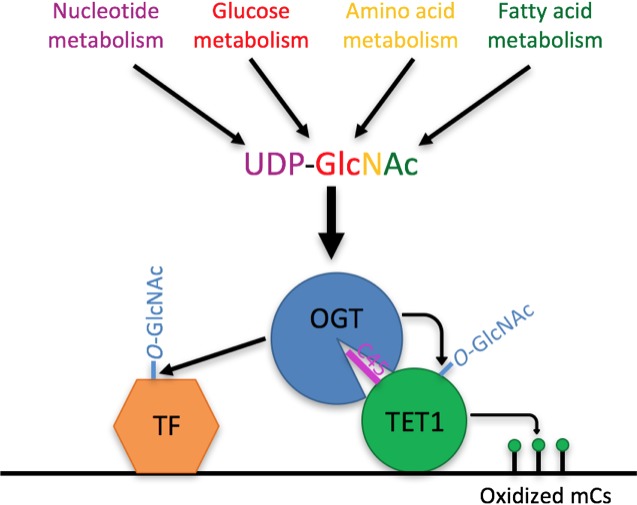
Model Model showing two roles of the TET1-OGT interaction in regulation of gene expression. OGT’s activity is regulated by the abundance of its cofactor UDP-GlcNAc, whose synthesis has inputs from nucleotide, glucose, amino acid, and fatty acid metabolism. OGT (blue circle) binds to TET1 (large green circle) via the TET1 C45 (purple line). OGT modifies TET1 and regulates its catalytic activity (small green circles representing modified cytosines). At the same time, TET1 binding to DNA brings OGT into proximity of other DNA-bound transcription factors (orange hexagon), which OGT also modifies and regulates.

### OGT stimulation of TET activity

Our results show for the first time that OGT can modify a TET protein in vitro, and that *O*-GlcNAcylation stimulates the activity of a TET protein in vitro. We have identified 8 sites of *O*-GlcNAcylation within the TET1 CD (data not shown), which precludes a simple analysis of which sites are important for stimulation. Detailed studies of individual sites of modification will be required to resolve this question.

Our data are consistent with a role for OGT in TET1 regulation in cells and in vivo. OGT also directly interacts with TET2 and TET3, suggesting that it may regulate all three TET proteins. Notably, although all three TETs catalyze the same reaction, they show a number of differences that are likely to determine their biological role. Different TET proteins are expressed in different cell types and at different stages of development (Koh et al., 2011; Dawlaty et al., 2011; Li et al., 2011; Zhao et al., 2015). TET1 and TET2 appear to target different genomic regions (Huang et al., 2014) and to promote different pluripotent states in mESCs (Fidalgo et al., 2016). The mechanisms responsible for these differences are not well understood. We suggest that OGT is a strong candidate for regulation of TET enzymes.

### Regulation of TETs by OGT in development

Our result that wild type TET1 mRNA, but not TET1 mRNA carrying a mutation that can impair interaction with OGT, can rescue *tet2/3* DM zebrafish suggests that OGT regulation of TET enzymes may play a role in development. The importance of both TET proteins and OGT in development has been thoroughly established. Zebrafish lacking *tet2* and *tet3* die as larvae (Li et al., 2015), and knockout of *Tet* genes in mice yields developmental phenotypes of varying severities, with knockout of all three *Tet*s together being embryonic lethal (Dawlaty et al., 2011; Li et al., 2011; Dawlaty et al., 2013; Dawlaty et al., 2014). Similarly, OGT is absolutely essential for development in mice (Shafi et al., 2000) and zebrafish (Webster et al., 2009), though its vast number of targets have made it difficult to narrow down more specifically why OGT is necessary. Our results suggest that TETs are important OGT targets in development.

### The TET1-OGT interaction regulates gene expression and DNA methylation in mESCs

The D2018A mutation reduced the TET1-OGT interaction in mESCs and altered gene expression and CpG modifications. 5hmC-Seal revealed only a small number of DhMRs and DhMGs, with 5hmC increased at about half the DhMGs and decreased at the other half. Together with mass spectrometry showing no change in total 5hmC levels, our data are consistent with a redistribution of 5hmC at a small number of genes without significantly affecting total 5hmC. The D2018A mutation is predicted to decrease TET1 activity, and the increased expression of TET2 in the D2018A cells could explain why total 5hmC levels are unchanged.

Bisulfite sequencing showed a genome-wide reduction in 5mC + 5 hmC in D2018A cells, while 5hmC-Seal revealed only a small number of DhMRs. Together these results suggest that the bisulfite sequencing largely reflects changes in 5mC. The very small correlation between promoter CpG modification and gene expression suggests that most gene expression changes cannot be explained by CpG modification differences at promoters.

The enrichment of both DMRs and DhMRs in genic regions and the correlation between gene body DMRs and DEGs suggests that changes to genic CpG modifications may underlie some of the gene expression changes. The result that OGT stimulates TET1 catalytic activity in vitro suggests that in cells the TET1 D2018A mutation should decrease TET enzyme activity, resulting in more 5mC and less 5hmC. Instead, we observed decreased 5mC and no change in 5hmC. This result is consistent with the increased expression of TET2 in D2018A mESCs compared to WT, since gene bodies are targets of TET2 rather than TET1(Huang et al., 2014). Higher levels of TET2 could increase 5mC oxidation at gene bodies, resulting in widespread genic demethylation and an increase in 5hmC at a small subset of genes. This result would explain the loss of 5mC in D2018A cells compared to WT and the enrichment of DMRs in genic regions.

### A connection between metabolism and the epigenome

OGT has been proposed to act as a metabolic sensor because its cofactor, UDP-GlcNAc, is synthesized via the hexosamine biosynthetic pathway (HBP), which is fed by pathways metabolizing glucose, amino acids, fatty acids, and nucleotides (Hart et al., 2011). UDP-GlcNAc levels change in response to flux through these pathways (Marshall et al., 2004; McClain, 2002; Weigert et al., 2003), leading to the hypothesis that OGT activity may vary in response to the nutrient status of the cell. Thus the enhancement of TET1 activity by OGT and the significant overlap of the two enzymes on chromatin (Vella et al., 2013) suggest a model in which OGT may regulate the epigenome in response to nutrient status by controlling TET1 activity (Figure 9).

## Materials and methods

### Cell culture

The mESC line LF2 and its derivatives were routinely passaged by standard methods in KO-DMEM, 10% FBS, 2 mM glutamine, 1X non-essential amino acids, 0.1 mM b-mercaptoethanol and recombinant leukemia inhibitory factor. HEK293T cells were cultured in DMEM, 10% FBS, and 2 mM glutamine.

The genotype of LF2 cells was confirmed by whole genome sequencing. Mycoplasma testing is performed annually. Whole genome sequencing of LF2s confirms that there is no mycoplasma contamination.

### Recombinant protein purification

Full-length human OGT in the pBJG vector was transformed into BL-21 DE3 *E. coli.* A liquid culture was grown in LB +50 µg/mL kanamycin at 37C until OD_600_ reached 1.0. IPTG was added to 1 mM final and the culture was induced at 16°C overnight. Cells were pelleted by centrifugation and resuspended in 5 mL BugBuster (Novagen) +protease inhibitors (Sigma Aldrich) per gram of cell pellet. Cells were lysed on an orbital shaker for 20 min at room temperature. The lysate was clarified by centrifugation at 30,000 g for 30 min at 4°C. Clarified lysate was bound to Ni-NTA resin (Qiagen) at 4°C and then poured over a disposable column. The column was washed with six column volumes of wash buffer 1 (20mM Tris pH 8, 1 mM CHAPS, 10% glycerol, 5 mM BME, 10 mM imidazole, 250 mM NaCl) followed by six column volumes of wash buffer 2 (wash buffer 1 with 50 mM imidazole). The protein was eluted in four column volumes of elution buffer (20 mM Tris pH 8, 1 mM CHAPS, 5 mM BME, 250 mM imidazole, 250 mM NaCl). Positive fractions were pooled and dialyzed into storage buffer (20 mM Tris pH 8, 1 mM CHAPS, 0.5 mM THP, 10% glycerol, 150 mM NaCl, 1 mM EDTA), flash frozen in liquid nitrogen and stored at −80°C in small aliquots.

Mouse TET1 catalytic domain (aa1367-2039) was expressed in sf9 insect cells according to the Bac-to-Bac Baculovirus Expression System. Constructs were cloned into the pFastBac HTA vector and transformed in DH10Bac *E. coli* for recombination into a bacmid. Bacmid containing the insert was isolated and used to transfect adherent sf9 cells for 6 days at 25°C. Cell media (P1 virus) was isolated and used to infect 20 mL of sf9 cells in suspension for 3 days. Cell media (P2 virus) was isolated and used to infect a larger sf9 suspension culture for 3 days. Cells were pelleted by centrifugation, resuspended in lysis buffer (20 mM Tris pH 8, 1% Triton, 10% glycerol, 20 mM imidazole, 50 mM NaCl, 1 mM MgCl_2_, 0.5 mM TCEP, protease inhibitors, 2.5 U/mL benzonase), and lysed by douncing and agitation at 4C for 1 hr. The lysate was clarified by centrifugation at 48,000 g for 30 min at 4°C and bound to Ni-NTA resin (Qiagen) at 4°C, then poured over a disposable column. The column was washed with five column volumes of wash buffer (20 mM Tris pH 8, 0.3% Triton, 10% glycerol, 20 mM imidazole, 250 mM NaCl, 0.5 mM TCEP, protease inhibitors). The protein was eluted in five column volumes of elution buffer (20 mM Tris pH 8, 250 mM imidazole, 250 mM NaCl, 0.5 mM TCEP, protease inhibitors). Positive fractions were pooled and dialyzed overnight into storage buffer (20 mM Tris pH 8, 150 mM NaCl, 0.5 mM TCEP). Dialyzed protein was purified by size exclusion chromatography on a 120 mL Superdex 200 column (GE Healthcare) in storage buffer. Positive fractions were pooled, concentrated, flash frozen in liquid nitrogen and stored at −80C in small aliquots.

### Overexpression in HEK293T cells and immunoprecipitation

Mouse Tet1 catalytic domain (aa1367-2039) and truncations and mutations thereof were cloned into the pcDNA3b vector. GFP fusion constructs were cloned into the pcDNA3.1 vector. Human OGT constructs were cloned into the pcDNA4 vector. Plasmids were transiently transfected into adherent HEK293T cells at 70 – 90% confluency using the Lipofectamine 2000 transfection reagent (ThermoFisher) for 1–3 days.

Transiently transfected HEK293T cells were harvested, pelleted, and lysed in IP lysis buffer (50 mM Tris pH 8, 200 mM NaCl, 1% NP40, 1x HALT protease/phosphatase inhibitors). For pulldown of FLAG-tagged constructs, cell lysate was bound to anti-FLAG M2 magnetic beads (Sigma Aldrich) at 4°C. For pulldown of GFP constructs, cell lysate was bound to magnetic protein G dynabeads (ThermoFisher) conjugated to the JL8 GFP monoclonal antibody (Clontech) at 4°C. Beads were washed three times with IP wash buffer (50 mM Tris pH 8, 200 mM NaCl, 0.2% NP40, 1x HALT protease/phosphatase inhibitors). Bound proteins were eluted by boiling in SDS sample buffer.

### In vitro transcription/translation and immunoprecipitation

GFP fused to TET C-terminus peptides were cloned into the pcDNA3.1 vector and transcribed and translated in vitro using the TNT Quick Coupled Transcription/Translation System (Promega).

For immunoprecipitation, recombinant His-tagged OGT was coupled to His-Tag isolation dynabeads (ThermoFisher). Beads were bound to in vitro translation extract diluted 1:1 in binding buffer (40 mM Tris pH 8, 200 mM NaCl, 40 mM imidazole, 0.1% NP40) at 4°C. Beads were washed 3 times with wash buffer (20 mM Tris pH 8, 150 mM NaCl, 20 mM imidazole, 0.1% NP40). Bound proteins were eluted by boiling in SDS sample buffer.

### Recombinant protein binding assay

20 µL reactions containing 2.5 µM rOGT and 2.5 µM rTET1 CD wt or D2018A were assembled in binding buffer (50 mM Tris pH 7.5, 100 mM NaCl, 0.02% Tween-20) and pre-incubated at room temperature for 15 min. TET1 antibody (Millipore 09 – 872) was bound to magnetic Protein G Dynabeads (Invitrogen), and beads were added to reactions following pre-incubation. Reactions were bound to beads for 10 min at room temperature. Beads were washed 3 times with 100 µL binding buffer, and bound proteins were recovered by boiling in SDS sample buffer and analyzed by SDS-PAGE and coomassie stain.

### Western blots

For western blot, proteins were separated on a denaturing SDS-PAGE gel and transferred to PVDF membrane. Membranes were blocked in PBST +5% nonfat dry milk at room temp for >10 min or at 4°C overnight. Primary antibodies used for western blot were: FLAG M2 monoclonal antibody (Sigma Aldrich F1804), TET2 monoclonal antibody (Millipore MABE462), TET3 polyclonal antibody (Millipore ABE383), OGT polyclonal antibody (Santa Cruz sc32921), OGT monoclonal antibody (Cell Signaling D1D8Q), His6 monoclonal antibody (Thermo MA1-21315), JL8 GFP monoclonal antibody (Clontech), and *O*-GlcNAc RL2 monoclonal antibody (Abcam ab2739). Secondary antibodies used were goat anti-mouse HRP and goat anti-rabbit HRP from BioRad. Blots were incubated with Pico Chemiluminescent Substrate (ThermoFisher) and exposed to film in a dark room.

### Slot blot

DNA samples were denatured in 400 mM NaOH +10 mM EDTA by heating to 95°C for 10 min. Samples were placed on ice and neutralized by addition of 1 vol of cold NH_4_OAc pH 7.2. DNA was loaded onto a Hybond N + nylon membrane (GE) by vacuum using a slot blot apparatus. The membrane was dried at 37°C and DNA was covalently linked to the membrane by UV crosslinking (700uJ/cm^2^ for 3 min). Antibody binding and signal detection were performed as outlined for western blotting using 5hmC monoclonal antibody (Active Motif 39791).

For the loading control, membranes were analyzed using the Biotin Chromogenic Detection Kit (Thermo Scientific) according to the protocol. Briefly, membranes were blocked, probed with streptavidin conjugated to alkaline phosphatase (AP), and incubated in the AP substrate BCIP-T (5-bromo-4-chloro-3-indolyl phosphate, p-toluidine salt). Cleavage of BCIP-T causes formation of a blue precipitate.

For quantification of slot blots, at least three biological replicates were used. Signal was normalized to the loading control and significance was determined using the unpaired t test.

### Preparation of lambda DNA substrate

Linear genomic DNA from phage lambda (dam-, dcm-) containing 12 bp 5’ overhangs was purchased from Thermo Scientific. Biotinylation was performed by annealing and ligating a complementary biotinylated DNA oligo. Reactions containing 175 ng/µL lambda DNA, 2 µM biotinylated oligo, and 10 mM ATP were assembled in 1x T4 DNA ligase buffer, heated to 65°C, and cooled slowly to room temperature to anneal. 10uL T4 DNA ligase was added and ligation was performed overnight at room temperature. Biotinylated lambda DNA was purified by PEG precipitation. To a 500 µL ligation reaction, 250 µL of 60% PEG8000 +10 mM MgCl_2_ was added and reaction was incubated at 4°C overnight with rotation. The next day DNA was pelleted by centrifugation at 14,000 *g* at 4°C for 5 min. Pellet was washed with 1 mL of 75% ethanol and resuspended in TE.

Biotinylated lambda DNA was methylated using M.SssI CpG methyltransferase from NEB. 20 µL reactions containing 500 ng lambda DNA, 640 µM S-adenosylmethionine, and four units methyltransferase were assembled in 1x NEBuffer 2 supplemented with 20 mM Tris pH eight and incubated at 37°C for 1 hr. Complete methylation was confirmed by digestion with the methylation-sensitive restriction enzyme BstUI from NEB.

### In vitro TET1 CD *O*-GlcNAcylation

In vitro modification of rTET1 CD with rOGT was performed as follows: 10 µL reactions containing 1 µM rTET1 CD, 1 – 5 µM rOGT, and 1 mM UDP-GlcNAc were assembled in reaction buffer (50 mM HEPES pH 6.8, 150 mM NaCl, 10% glycerol, 0.5 mM TCEP) and incubated at 37C for 30 – 60 min or at 4°C for 18 – 24 hr.

### In vitro TET1 CD activity assays

20 µL reactions containing 100 ng biotinylated, methylated lambda DNA, rTET1 CD (from frozen aliquots or from in vitro O-GlcNAcylation reactions), and TET cofactors (1 mM alpha-ketoglutarate, 2 mM ascorbic acid, 100 uM ferrous ammonium sulfate) were assembled in reaction buffer (50 mM HEPES pH 6.8, 100 mM NaCl) and incubated at 37°C for 10 – 60 min. Reactions were stopped by addition of 1 vol of 2M NaOH +50 mM EDTA and DNA was analyzed by slot blot.

Generation of mouse embryonic stem cell lines mESC lines (Figure 6—figure supplement 1) were derived using CRISPR-Cas9 genome editing. A guide RNA to the Tet1 3’UTR was cloned into the px459-Cas9-2A-Puro plasmid using published protocols (Ran et al., 2013) with minor modifications. Templates for homology directed repair were amplified from Gene Blocks (IDT) (Supplementary file 2 and 3). Plasmid and template were co-transfected into LF2 mESCs using FuGENE HD (Promega) according to manufacturer protocol. After two days cells were selected with puromycin for 48 hr, then allowed to grow in antibiotic-free media. Cells were monitored for green or red fluorescence (indicating homology directed repair) and fluorescent cells were isolated by FACS 1 – 2 weeks after transfection. All cell lines were propagated from single cells and correct insertion was confirmed by PCR genotyping (Figure 6—figure supplement 1, Supplementary file 2).

Genome-wide profiling of 5mC and 5hmC revealed a 25 kb deletion in WT but not D2018A cells distal to the CRISPR/Cas9 cut site (Figure 6—figure supplement 3A,B). A recent report shows that large deletions like this are more common than previously appreciated(Kosicki et al., 2018). Analysis of cells with wild-type TET1 and one intact copy of this region shows that the differences in gene expression and 5mC levels are caused by the TET1 D2018A mutation rather than the 25 kb deletion (Figure 6—figure supplement 3C,D, Figure 6—figure supplement 3—source datas 1 and 2).

### Nucleotide mass spectrometry

Genomic DNA (3 µg) was subjected to hydrolysis with PDE I (3.6U), PDE II (3.2U), DNase I (50U), and alkaline phosphatase (10U) in 10 mM Tris HCl/15 mM MgCl_2_ buffer (pH 7) at 37°C overnight. The hydrolysates were spiked with ^13^C_10_^15^N_2_-5-methyl-2′-deoxycytidine (1 pmol) and 5-hydroxymethyl-d_2_-2′-deoxycytidine-6-d_1_ (500 fmol) (internal standards for mass spectrometry) and filtered through Nanosep 10K Omega filters (Pall Corporation, Port Washington, NY).

Quantitation of mC and hmC was performed using a Dionex Ultimate 3000UHPLC (Thermo Fisher, Waltham MA) interfaced with a Thermo TSQ Vantage mass spectrometer (Thermo Fisher). Chromatographic separation was achieved on a Luna Omega Polar C18 column (150 × 1.0 mm, 1.6 µm, Phenomenex, Torrance CA) heated to 50°C and eluted at a flow rate of 50 μL/min with a gradient of 0.1% acetic acid in H_2_O (A) and acetonitrile (B). A linear gradient of 1% to 5% B in 5.7 min was used, followed by an increase to 20% B over 1.1 min and a further increase to 50% B in 1.1 min. Solvent composition was a returned to initial conditions (1% B) and the column was re-equilibrated for 7 min. Under these conditions, mC and ^13^C_10_^15^N_2_-MeC eluted at 3.7 min, both hmC and the internal standard D_3_-hmC eluted at 2.9 min. Quantitation was achieved by monitoring the transitions *m/z* 258.2 [M + H^+^] → *m/z* 142.1 [M – deoxyribose + H^+^] for hmC, *m/z* 261.2 [M + H^+^] → *m/z* 145.1 [M – deoxyribose + H^+^] for D_3_-hmC, *m/z* 242.1 [M + H^+^] → *m/z* 126.1 [M + H^+^] for mC, *m/z* 254.2 [M + H^+^] → *m/z* 133.1 [M + H^+^] for ^13^C_10_^15^N_2_-mC. Optimal mass spectrometry conditions were determined by infusion of authentic standards. Typical settings on the mass spectrometer were: a spray voltage of 3500 V, a sheath gas of 12 units, the declustering voltage was 5 V, the RF lens was 55 V, the vaporizer temperature was 75 °C, and the ion transfer tube was maintained at 350 °C. The full-width at half-maximum (FWHM) was maintained at 0.7 for both Q1 and Q3. Fragmentation was induced using a collision gas of 1.5 mTorr and a collision energy of 10.3 V for mC and 10.6 V for hmC.

### RNA-seq

RNA was extracted from mESCs (two biological replicates each for WT and D2018A, and two technical replicates for each biological replicate) using Zymo DirectZol RNA miniprep kit. 200 ng of RNA per sample was used for Lexogen Ribocop rRNA depletion. Libraries were prepared from 8 µL of Ribocop-treated RNA using Lexogen SENSE Total RNA-seq Library Prep Kit.

Libraries were sequenced on an Illumina Hiseq 4000 with single-end 50 base reads. Reads were aligned to the mouse genome (Ensembl build GRCm38.p6) and gene counts were created using STAR_2.5.3a. Normalization and differential expression analysis was performed with DESeq2 v1.20.0. Data was visualized using Matplotlib.

### Methyl-seq library preparation and whole genome bisulfite sequencing

Genomic DNA was extracted from 1 million mESCs (two biological replicates each for wild type and Tet1 D2018A) using the DNeasy kit from Qiagen. Methyl-Seq libraries were prepared using Accel-NGS Methyl-Seq DNA Library Kit with 30 ng gDNA for each sample and were sequenced on Illumina HiSeq 4000 with 150 bases pair-ended reads. For data processing, the raw reads were first trimmed to remove Illumina adapters and PCR duplicates and then mapped to mm10 mouse reference genome using Bismark (https://www.bioinformatics.babraham.ac.uk/projects/bismark/). The alignment files (BAM file) generated were analyzed by MethylPy (https://github.com/yupenghe/methylpy) (Lister et al., 2013; He, 2018) to get the methylation level at individual cytosines. Generally, the methylation level is defined as the ratio of the sum of methylated basecall counts over the total basecall counts at each individual pairwise cytosine on both strands. The significantly methylated cytosine sites (DMSs) were identified using a binomial test for each CpG context with FDR < 0.01 as described previously(Ma et al., 2014). Differentially methylated regions (DMRs) were defined by the DMRfind function in MethylPy by joining at least two DMSs within 250 bp.

### 5hmC-Seal

5hmC profiling was performed as described(Han et al., 2016). Briefly, 100 ng genomic DNA were fragmented in Tagmentation buffer at 55°C. Fragmented DNA was purified by Zymo DNA Clean and Concentration Kit. Then, the selective 5hmC chemical labeling was performed in glucosylation buffer (50 mM HEPES buffer pH 8.0, 25 mM MgCl_2_) containing above fragmented DNA, βGT, N_3_-UDP-Glc, and incubated at 37°C for 2 hr. After DNA purification in ddH_2_O, DBCO-PEG4-Biotin (Click Chemistry Tools) was added and incubated at 37°C for 2 hr. The biotin labeled DNA was pulled down by C1 Streptavidin beads (Life Technologies) for 15 min at room temperature. Next, the captured DNA fragments were subjected to PCR amplification using Nextera DNA sample preparation kit. The resulting amplified product was purified by 1.0X AMPure XP beads. Input library was made by direct PCR from fragmented DNA directly without labeling and pull-down. The libraries were quantified by a Qubit fluorometer (Life Technologies) and sequenced on NextSeq 500 PE42.

Adaptors and low quality nucleotides were trimmed from raw sequencing reads by Trim_Galore, and bowtie was used to align clean reads to mm9 reference genome. Peak calling was performed by MACS1.4. DESeq2 was further used to calculate differentially hydroxymethylated genes and regions.

### RT-qPCR

Total RNA was isolated from mESCs using Direct-zol RNA miniprep kit from Zymo. 1 µg of RNA was used for cDNA synthesis using the iScript Reverse Transcription kit from BioRad. cDNA was used for qPCR using the SensiFAST SYBR Lo-Rox kit from Bioline. Relative gene expression levels were calculated using the ΔΔC_t_ method. See Supplementary file 4 for primer sequences.

### Zebrafish mRNA rescue experiments

Zebrafish husbandry was conducted under full animal use and care guidelines with approval by the Memorial Sloan-Kettering animal care and use committee. For mRNA rescue experiments, mTET1D2018A and mTET1wt plasmids were linearized by NotI digestion. Capped RNA was synthesized using mMessage mMachine (Ambion) with T7 RNA polymerase. RNA was injected into one-cell-stage embryos derived from tet2^mk17/mk17^, tet3^mk18/+^ intercrosses at the concentration of 100 pg/embryo (Li et al., 2015). Injected embryos were raised under standard conditions at 28.5°C until 30 hr post-fertilization (hpf) at which point they were fixed for in situ hybridization using an antisense probe for *runx1.* The *runx1* probe is described in (Kalev-Zylinska et al., 2002); in situ hybridization was performed using standard methods, and runx1 levels were scored across samples without knowledge of the associated experimental conditions (Thisse and Thisse, 2008). Examples of larvae categorized as runx1 high and runx1 low are provided in Supplementary file 5. *tet2/3* double mutants were identified based on morphological criteria and mutants were confirmed by PCR genotyping after in situ hybridization using previously described primers (Li et al., 2015).

For sample size estimation for rescue experiments, we assume a background mean of 20% positive animals in control groups. We anticipate a significant change would result in at least a 30% difference between the experimental and control means with a standard deviation of no more than 10. Using the 1-Sample Z-test method, for a specified power of 95% the minimum sample size is 4. Typically, zebrafish crosses generate far more embryos than required. Experiments are conducted using all available embryos. The experiment is discarded if numbers for any sample are below this minimum threshold when embryos are genotyped at the end of the experimental period. Injections were separately performed on clutches from five independent crosses; p values are based on these replicates and were derived from the unpaired two-tailed *t* test. Embryo numbers for all five biological replicates are included in Supplementary file 5.

For the dot blot, genomic DNA was isolated from larvae at 30hpf by phenol-chloroform extraction and ethanol precipitation. Following RNase treatment and denaturation, 2-fold serially diluted DNA was spotted onto nitrocellulose membranes. Cross-linked membranes were incubated with 0.02% methylene blue to validate uniform DNA loading. Membranes were blocked with 5% BSA and incubated with anti-5hmC antibody (1:10,000; Active Motif) followed by a horseradish peroxidase-conjugated antibody (1:15,000; Active Motif). Signal was detected using the ECL Prime Detection Kit (GE). The results of three independent experiments were quantified using ImageJ at the lowest dilution and exposure where signal was observed in Tet1 injected embryos. To normalize across blots, all values are presented as the ratio of 5hmC signal in experimental animals divided by wildtype control signal from the same blot.

### Reproducibility and Rigor

All IP-Westerns are representative of at least three independent biological replicates (experiments carried out on different days with a different batch of HEK293T cells or mESCs). For targeted mESC lines, three independently derived lines for each genotype were assayed in at least two biological replicates. For in vitro activity and binding assays using recombinant proteins (representing multiple protein preparations), data represent at least three technical replicates (carried out on multiple days). The zebrafish rescue experiment was performed five times (biological replicates), with dot blots carried out three times. We define an outlier as a result in which all the controls gave the expected outcome but the experimental sample yielded an outcome different from other biological or technical replicates. There were no outliers or exclusions.

# Supplementary material for: OGT binds a conserved C-terminal domain of TET1 to regulate TET1 activity and function in development
**Source:** eLife. 2018 Oct 16;7:e34870. doi: 10.7554/eLife.34870
**Supplement:** Supplementary file 2.

| **Name** | **Purpose** | **Sequence** |
| --- | --- | --- |
| WtAmpFwd | Forward primer for amplifying Tet1 wt Gene Blocks to make HDR template | atcaaccttaacccgagaca |
| MutAmpFwd | Forward primer for amplifying Tet1 D2018A Gene Blocks to make HDR template | tcaaccttaacccgagcc |
| AmpRev | Reverse primer for amplifying Tet1 wt and D2018A Gene Blocks to make HDR template | ctttttaacagcaccggaaa |
| GenotypeFwd | Forward primer for genotyping Tet1 allele | tgatgtatcccccgaagc |
| GenotypeRev | Reverse primer for genotyping Tet1 allele | cccactacaccacattagca |

# Supplementary material for: OGT binds a conserved C-terminal domain of TET1 to regulate TET1 activity and function in development
**Source:** eLife. 2018 Oct 16;7:e34870. doi: 10.7554/eLife.34870
**Supplement:** Supplementary file 3.

| **Name** | **Sequence** |
| --- | --- |
| Tet1 wt-3xF-T2A-GFP | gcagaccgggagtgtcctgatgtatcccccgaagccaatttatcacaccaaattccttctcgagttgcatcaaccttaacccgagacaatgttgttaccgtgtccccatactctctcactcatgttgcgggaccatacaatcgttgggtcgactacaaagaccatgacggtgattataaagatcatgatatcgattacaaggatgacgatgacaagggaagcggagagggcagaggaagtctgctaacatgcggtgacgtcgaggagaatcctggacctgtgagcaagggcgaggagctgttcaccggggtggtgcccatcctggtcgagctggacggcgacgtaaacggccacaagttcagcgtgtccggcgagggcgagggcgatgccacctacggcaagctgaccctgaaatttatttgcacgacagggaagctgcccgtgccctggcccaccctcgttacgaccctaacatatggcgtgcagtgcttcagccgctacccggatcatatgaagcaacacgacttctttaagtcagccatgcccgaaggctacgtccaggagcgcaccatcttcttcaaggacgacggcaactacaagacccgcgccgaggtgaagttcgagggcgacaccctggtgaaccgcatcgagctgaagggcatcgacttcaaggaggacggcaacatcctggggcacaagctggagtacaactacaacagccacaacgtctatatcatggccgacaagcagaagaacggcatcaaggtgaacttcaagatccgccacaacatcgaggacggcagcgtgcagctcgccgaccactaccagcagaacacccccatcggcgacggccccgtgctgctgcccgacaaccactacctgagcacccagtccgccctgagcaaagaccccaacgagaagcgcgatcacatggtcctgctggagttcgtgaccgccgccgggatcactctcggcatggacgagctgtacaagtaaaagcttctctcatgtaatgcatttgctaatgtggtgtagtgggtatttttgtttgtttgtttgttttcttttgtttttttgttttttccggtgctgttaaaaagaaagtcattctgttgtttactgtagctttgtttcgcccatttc |
| Tet1 D2018A-3xF-T2A-GFP | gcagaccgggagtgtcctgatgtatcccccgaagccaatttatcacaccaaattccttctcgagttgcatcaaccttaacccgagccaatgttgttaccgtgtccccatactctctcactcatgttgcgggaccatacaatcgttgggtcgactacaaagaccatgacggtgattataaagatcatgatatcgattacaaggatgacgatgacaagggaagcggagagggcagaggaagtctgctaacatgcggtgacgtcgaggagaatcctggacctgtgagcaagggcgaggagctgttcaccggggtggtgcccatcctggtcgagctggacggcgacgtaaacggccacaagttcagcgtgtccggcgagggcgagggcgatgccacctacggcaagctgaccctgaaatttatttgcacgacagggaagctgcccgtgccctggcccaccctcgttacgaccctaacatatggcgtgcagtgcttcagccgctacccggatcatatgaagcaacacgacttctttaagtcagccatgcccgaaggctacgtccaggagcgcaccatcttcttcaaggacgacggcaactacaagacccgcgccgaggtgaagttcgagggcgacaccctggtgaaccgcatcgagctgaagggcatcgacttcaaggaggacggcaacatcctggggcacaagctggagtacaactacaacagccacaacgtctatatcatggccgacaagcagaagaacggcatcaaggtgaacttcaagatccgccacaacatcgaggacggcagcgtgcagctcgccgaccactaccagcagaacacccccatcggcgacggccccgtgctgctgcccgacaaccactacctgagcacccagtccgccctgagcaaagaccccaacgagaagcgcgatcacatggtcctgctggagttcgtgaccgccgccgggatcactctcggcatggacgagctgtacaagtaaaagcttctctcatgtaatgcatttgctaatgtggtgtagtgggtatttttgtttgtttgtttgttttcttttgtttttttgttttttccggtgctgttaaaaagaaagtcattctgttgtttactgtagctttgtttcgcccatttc |
| Tet1 wt-3xF-T2A-tdTomato | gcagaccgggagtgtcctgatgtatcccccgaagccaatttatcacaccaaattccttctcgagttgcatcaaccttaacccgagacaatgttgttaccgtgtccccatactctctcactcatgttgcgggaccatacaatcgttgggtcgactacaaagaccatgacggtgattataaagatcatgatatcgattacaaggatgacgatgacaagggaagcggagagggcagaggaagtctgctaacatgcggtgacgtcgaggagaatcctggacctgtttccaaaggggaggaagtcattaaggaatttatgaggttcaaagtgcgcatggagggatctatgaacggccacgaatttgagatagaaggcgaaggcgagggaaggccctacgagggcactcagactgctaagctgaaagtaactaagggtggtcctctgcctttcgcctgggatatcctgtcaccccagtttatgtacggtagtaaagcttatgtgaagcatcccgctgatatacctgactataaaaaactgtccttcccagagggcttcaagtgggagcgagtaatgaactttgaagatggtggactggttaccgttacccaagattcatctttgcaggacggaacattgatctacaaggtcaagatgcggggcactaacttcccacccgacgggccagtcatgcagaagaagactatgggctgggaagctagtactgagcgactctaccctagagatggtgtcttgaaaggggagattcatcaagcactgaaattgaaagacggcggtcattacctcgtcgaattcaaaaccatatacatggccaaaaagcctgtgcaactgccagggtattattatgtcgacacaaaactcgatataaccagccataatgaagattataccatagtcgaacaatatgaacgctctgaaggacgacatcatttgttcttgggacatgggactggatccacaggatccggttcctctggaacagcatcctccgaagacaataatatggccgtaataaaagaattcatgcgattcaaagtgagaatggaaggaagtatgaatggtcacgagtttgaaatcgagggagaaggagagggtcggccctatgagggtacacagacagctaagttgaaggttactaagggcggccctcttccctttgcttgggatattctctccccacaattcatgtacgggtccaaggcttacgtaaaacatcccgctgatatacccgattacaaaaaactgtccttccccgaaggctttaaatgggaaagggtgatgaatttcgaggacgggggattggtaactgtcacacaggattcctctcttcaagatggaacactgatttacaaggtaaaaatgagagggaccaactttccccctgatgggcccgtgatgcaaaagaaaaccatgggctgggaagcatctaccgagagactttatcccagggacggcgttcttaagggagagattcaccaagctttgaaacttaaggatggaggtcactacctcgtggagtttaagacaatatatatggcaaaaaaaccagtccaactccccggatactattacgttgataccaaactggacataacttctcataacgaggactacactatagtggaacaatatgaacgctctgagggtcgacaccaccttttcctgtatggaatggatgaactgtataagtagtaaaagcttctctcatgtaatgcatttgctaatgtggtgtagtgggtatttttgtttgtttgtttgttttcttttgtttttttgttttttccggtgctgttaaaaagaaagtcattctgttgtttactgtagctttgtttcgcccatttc |
| Tet1 D2018A-3xF-T2A-tdTomato | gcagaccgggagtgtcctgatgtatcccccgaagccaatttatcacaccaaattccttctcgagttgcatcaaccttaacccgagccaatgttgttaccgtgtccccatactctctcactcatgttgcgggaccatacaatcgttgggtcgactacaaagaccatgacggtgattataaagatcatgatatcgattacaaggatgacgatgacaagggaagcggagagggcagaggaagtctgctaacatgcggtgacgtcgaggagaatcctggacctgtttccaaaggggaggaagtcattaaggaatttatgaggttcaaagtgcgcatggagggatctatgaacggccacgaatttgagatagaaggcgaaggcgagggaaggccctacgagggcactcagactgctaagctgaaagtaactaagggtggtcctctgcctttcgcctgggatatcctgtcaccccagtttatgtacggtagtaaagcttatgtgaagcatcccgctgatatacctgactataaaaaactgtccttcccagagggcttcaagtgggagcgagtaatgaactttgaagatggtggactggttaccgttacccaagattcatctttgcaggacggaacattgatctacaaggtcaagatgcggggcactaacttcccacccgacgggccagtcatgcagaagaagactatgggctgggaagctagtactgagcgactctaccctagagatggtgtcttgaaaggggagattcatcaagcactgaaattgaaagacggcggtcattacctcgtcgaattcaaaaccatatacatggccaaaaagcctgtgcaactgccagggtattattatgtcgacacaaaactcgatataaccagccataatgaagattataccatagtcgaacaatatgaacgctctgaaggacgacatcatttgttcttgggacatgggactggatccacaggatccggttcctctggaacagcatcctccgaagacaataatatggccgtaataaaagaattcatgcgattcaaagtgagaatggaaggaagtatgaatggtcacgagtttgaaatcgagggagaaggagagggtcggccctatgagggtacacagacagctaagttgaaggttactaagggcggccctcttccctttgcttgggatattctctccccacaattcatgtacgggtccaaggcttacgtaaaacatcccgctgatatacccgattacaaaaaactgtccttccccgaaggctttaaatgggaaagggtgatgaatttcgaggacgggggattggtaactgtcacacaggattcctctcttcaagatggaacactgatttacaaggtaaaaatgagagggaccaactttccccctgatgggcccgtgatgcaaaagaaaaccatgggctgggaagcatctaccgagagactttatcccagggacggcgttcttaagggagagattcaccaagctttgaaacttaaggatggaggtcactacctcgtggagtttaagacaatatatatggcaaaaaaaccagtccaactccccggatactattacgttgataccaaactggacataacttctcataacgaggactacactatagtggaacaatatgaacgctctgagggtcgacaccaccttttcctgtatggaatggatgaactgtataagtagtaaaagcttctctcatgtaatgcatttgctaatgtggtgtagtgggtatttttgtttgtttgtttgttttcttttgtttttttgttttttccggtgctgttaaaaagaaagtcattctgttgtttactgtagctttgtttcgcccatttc |

# Supplementary material for: OGT binds a conserved C-terminal domain of TET1 to regulate TET1 activity and function in development
**Source:** eLife. 2018 Oct 16;7:e34870. doi: 10.7554/eLife.34870
**Supplement:** Supplementary file 4.

| **Gene** | **Primers** |
| --- | --- |
| *Peg10* | Fwd: gaatcctcgtgtggaacag |
|  | Rev: cagttggaggaaccaccc |
| *Slc38a4* | Fwd: gccaaggaaggagggtctc |
|  | Rev: ggctccaatgttctgcattg |
| *Lefty1* | Fwd: ctatggagctcaaggcaatt |
|  | Rev: gttctaggatccagttctcg |
| *Lefty2* | Fwd: ggttcctgacgtatgaatgt |
|  | Rev: ctccttcacactgacaatca |
| *Tet2* | Fwd: gtcaacaggacatgatccaggag |
|  | Rev: cctgttccatcaggcttgct |

# Supplementary material for: OGT binds a conserved C-terminal domain of TET1 to regulate TET1 activity and function in development
**Source:** eLife. 2018 Oct 16;7:e34870. doi: 10.7554/eLife.34870
**Supplement:** Supplementary file 5. — (A) Representative images of larvae with high and low runx1 expression. (B) Embryo numbers and scoring for all five biological replicates.

## Slide 1
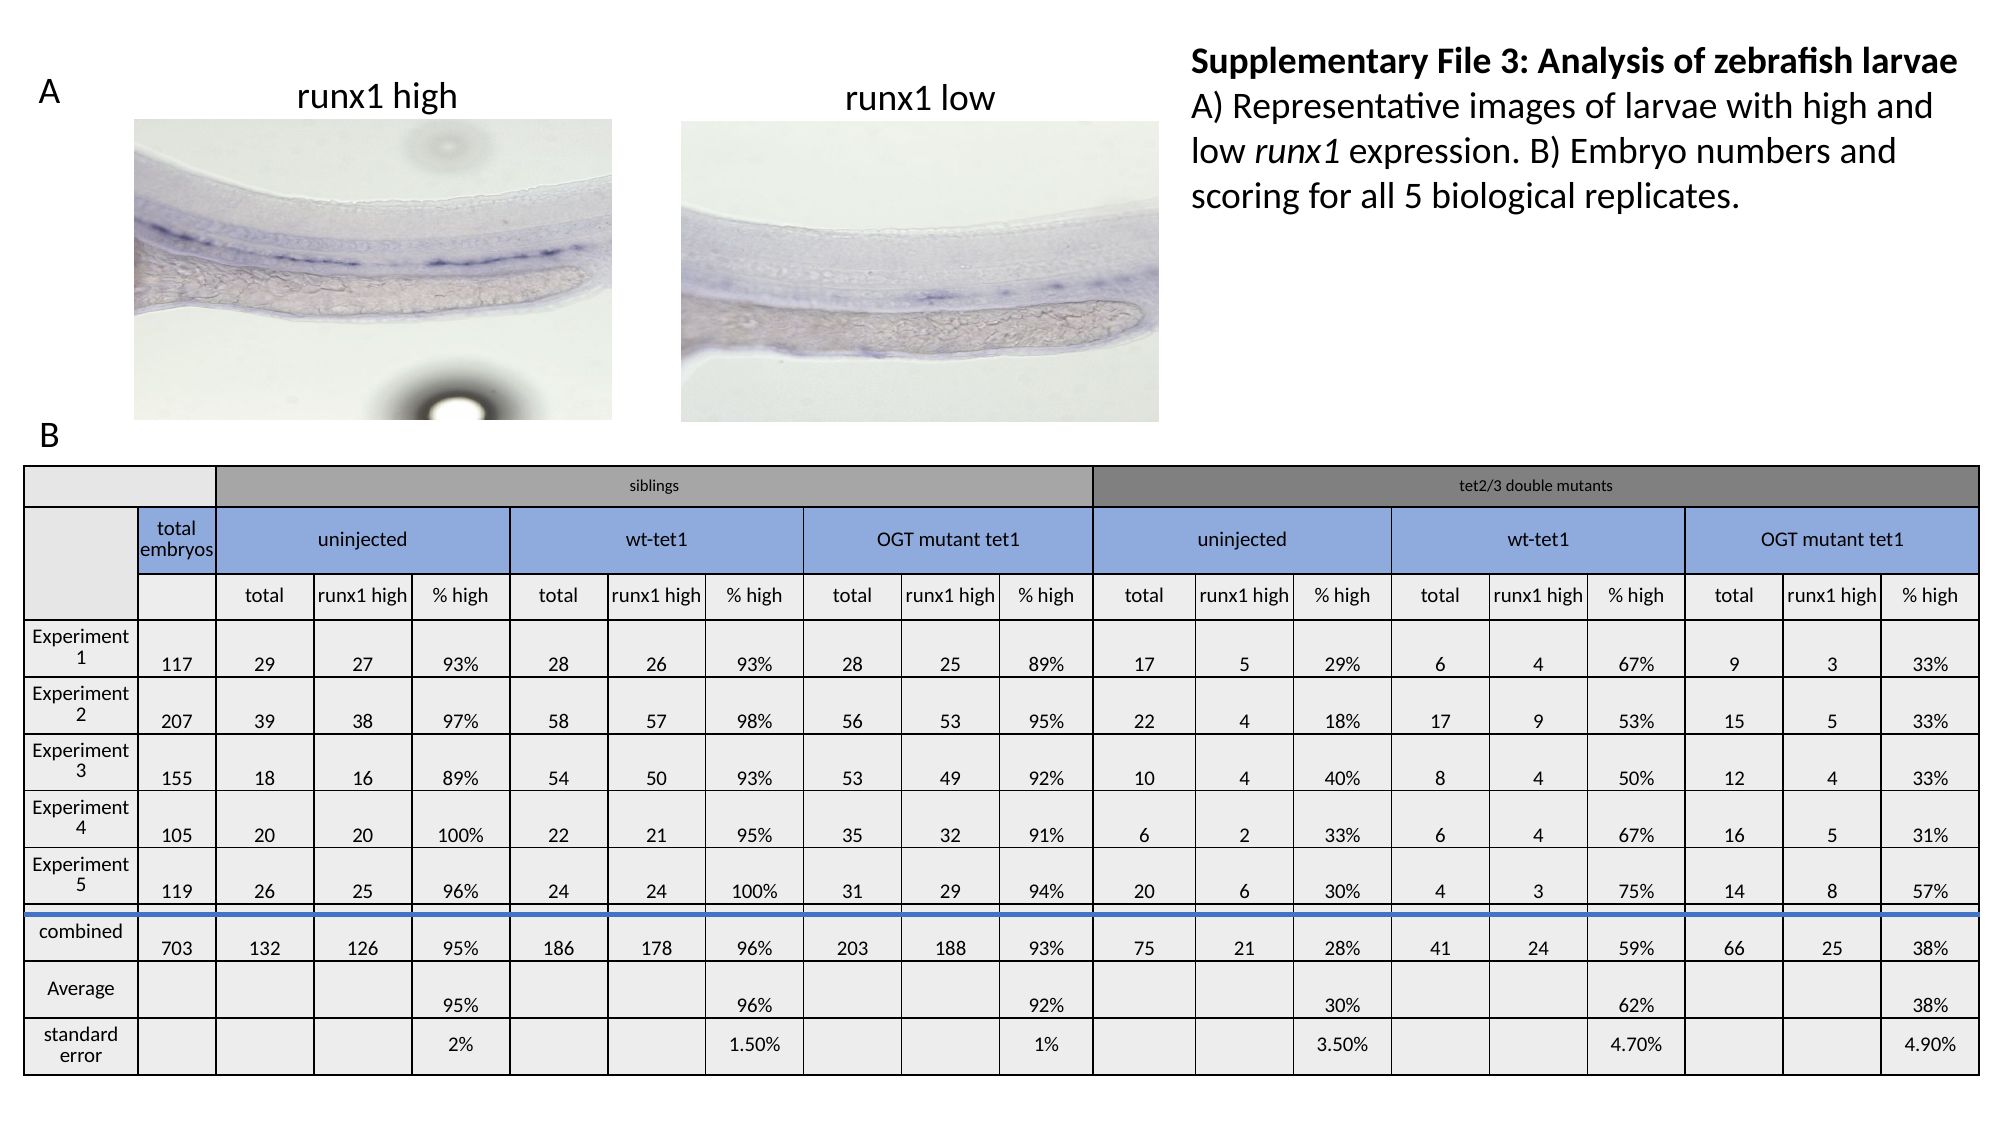

Supplementary File 3: Analysis of zebrafish larvae
A) Representative images of larvae with high and low runx1 expression. B) Embryo numbers and scoring for all 5 biological replicates.
A
runx1 high
runx1 low
B
| | | siblings | | | | | | | | | tet2/3 double mutants | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| | total embryos | uninjected | | | wt-tet1 | | | OGT mutant tet1 | | | uninjected | | | wt-tet1 | | | OGT mutant tet1 | | |
| | | total | runx1 high | % high | total | runx1 high | % high | total | runx1 high | % high | total | runx1 high | % high | total | runx1 high | % high | total | runx1 high | % high |
| Experiment 1 | 117 | 29 | 27 | 93% | 28 | 26 | 93% | 28 | 25 | 89% | 17 | 5 | 29% | 6 | 4 | 67% | 9 | 3 | 33% |
| Experiment 2 | 207 | 39 | 38 | 97% | 58 | 57 | 98% | 56 | 53 | 95% | 22 | 4 | 18% | 17 | 9 | 53% | 15 | 5 | 33% |
| Experiment 3 | 155 | 18 | 16 | 89% | 54 | 50 | 93% | 53 | 49 | 92% | 10 | 4 | 40% | 8 | 4 | 50% | 12 | 4 | 33% |
| Experiment 4 | 105 | 20 | 20 | 100% | 22 | 21 | 95% | 35 | 32 | 91% | 6 | 2 | 33% | 6 | 4 | 67% | 16 | 5 | 31% |
| Experiment 5 | 119 | 26 | 25 | 96% | 24 | 24 | 100% | 31 | 29 | 94% | 20 | 6 | 30% | 4 | 3 | 75% | 14 | 8 | 57% |
| combined | 703 | 132 | 126 | 95% | 186 | 178 | 96% | 203 | 188 | 93% | 75 | 21 | 28% | 41 | 24 | 59% | 66 | 25 | 38% |
| Average | | | | 95% | | | 96% | | | 92% | | | 30% | | | 62% | | | 38% |
| standard error | | | | 2% | | | 1.50% | | | 1% | | | 3.50% | | | 4.70% | | | 4.90% |

How the deposited data were processed for this re-analysis (not part of the article)

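5hmC-Seal was measured in 2 WT and 2 D2018A mESC lines, with 1 input library per genotype. The authors trimmed the reads with Trim_Galore, aligned them with bowtie to mm9 and called peaks with MACS. They deposited 1 list of peaks per genotype, with a score for each peak that is the caller's p-value on a logarithmic scale. The score describes a peak within its own list, so it was used to rank and filter peaks within a list and not to compare 5hmC levels between the genotypes. The lists give no reads per peak and no values per line. The depth is therefore unknown, no interval that needs it is given, and no line could be left out in turn. There were 0 other columns of values.

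Peaks were counted, and a peak was called shared when at least 1 bp overlapped a peak of the other genotype. Shares have 95% Wilson intervals, which cover counting error only. The overlap was tested against 10000 random placements of the D2018A peaks that kept the chromosome and the peak width. The difference in median score between shared and genotype-specific peaks was tested with 100000 permutations within each list. Peak numbers on each of 20 chromosomes were compared with Fisher's exact test and Benjamini-Hochberg adjustment. On simulated lists of 1230 and 839 peaks, all 150 shared peaks that had been placed were recovered, and a score difference of 10 was recovered as 9.96. The simulated peaks were spaced so that no others could meet. This checked the computation only, and not its behaviour on crowded peaks such as those in the data. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

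The peaks named are the 5 with the highest score in each list and the 5 with the highest score among those found in 1 list. This rule, the tests of overlap, score and peaks per chromosome described above and the following alternatives were set before the data were examined. The alternatives were a score of at least 100, merging of peaks within 1000 bp, chromosomes other than X, an overlap of 50% of both peaks, a gap of up to 1000 bp, equal numbers of peaks from each list and placement over the whole genome span. Shifts of up to 1 Mb, a score of at least 80 and the restriction of chromosome shares to genotype-specific peaks were chosen after the data had been seen, as were the limits of the window on chromosome 9 read from Figure 6—figure supplement 3B and the tests of explanations in the closing section. The genome annotation at hand was of GRCm38. Peaks on chromosome 7 end as far as 151597125, past the 145441459 bp of that chromosome in GRCm38, so the positions are not of that assembly. Peaks were therefore not assigned to genes, and whether the genes named in the paper hold a peak was not analysed here. From GRCm38 only the totals of CpG sites and protein-coding genes per chromosome were taken. RNA-seq, bisulfite sequencing and mass spectrometry data were not analysed here beyond the paper's supplementary files.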

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

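The tests in this part were chosen after the peak numbers per chromosome had been seen. Chromosome 8, which the paper does not discuss, carried 241 WT peaks, 19.6% of the list (95% Wilson interval 17.5 to 21.9%), and 150 D2018A peaks, 17.9% (15.4 to 20.6%). It carried the most peaks of any chromosome in both lists. Its share of the CpG sites of GRCm38 would give 65.3 WT peaks, so the WT number was 3.69 times as high, and its share of protein-coding genes would give 59.3, so the number was 4.06 times as high. These values argue against CpG or gene number per chromosome as the whole cause. If weak calls near the threshold made up the excess, the share among stronger peaks would be near the 5.31% of CpG sites that lie on chromosome 8. Among peaks with a score of at least 100 it was 25.4% in WT (18 of 71 peaks, interval 16.7 to 36.6%) and 19.4% in D2018A (6 of 31 peaks, 9.19 to 36.3%). Both intervals lie above the share of CpG sites, and both include the share among all peaks, so no change of the share with the score was detectable at this limit. At a score of at least 80 the WT share was 30.5% (54 of 177 peaks, 24.2 to 37.6%), above the share among all WT peaks. The D2018A share there was 22.9% (19 of 83 peaks, 15.2 to 33.0%), and its interval includes the share among all D2018A peaks. An effect of D2018A would leave WT without the excess, and WT had it. The peaks were uneven along the chromosome. The first 45 Mb held 14 WT and 11 D2018A peaks, with a median of 1 WT peak per 5 Mb window, as across all windows. The next 5 Mb window alone held 13 WT and 13 D2018A peaks, and the part past 85 Mb held 202 WT and 123 D2018A peaks. Crowded windows were not limited to chromosome 8. Chromosome 5 from 115 to 120 Mb held 39 WT and 28 D2018A peaks, and chromosome 12 from 85 to 90 Mb held 31 and 24. An extra copy of chromosome 8 in the cultures could add reads along its whole length. The median of 1 peak per window in the first part does not decide on an extra copy, since the density of 5hmC there is unknown, and the coverage of the input libraries, which would decide, was not analysed here. An extra copy of part of the chromosome, incomplete correction by the input and a true concentration of 5hmC therefore cannot be told apart.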

How the results depend on the processing

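Of 38 recomputed values, 31 kept their direction and their side of the threshold or stayed within the range set for them, and 7 moved. With peaks limited to a score of at least 100, the WT list fell to 71 peaks and the D2018A list to 31, and 4 shared peaks were left, or 31 when the limit was applied to WT alone. Fewer peaks entering the comparison account for these 4 values by construction. The share of WT peaks on chromosome 8 was 25.4% at a score of at least 100 and 30.5% at a score of at least 80, and the D2018A share was 22.9% at a score of at least 80. Of these 3 values, only the WT share at a score of at least 80 had an interval (24.2 to 37.6%) that excludes the share among all peaks. The cause of these 3 changes was not tested, and the limit of 80 was chosen after seeing the data.

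The number of shared peaks stayed above random placement in each of the 8 alternatives, from 48.4 times the random mean with shifts of up to 1 Mb, an alternative chosen after seeing the data, to 678 times with an overlap of 50% of both peaks. The difference in median score between shared and specific peaks stayed between 5.02 and 8.06 in WT and between 7.49 and 9.11 in D2018A. No chromosome differed between the genotypes under either alternative.

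Results that need genes on mm9 (the genic share of peaks, their annotation classes and peaks at differentially expressed genes) and their alternatives were not run. No paired analysis was possible because each genotype has 1 list for both of its lines, and for the same reason no line was left out in turn. The unknown depth limits what a peak missing from a list can show.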

Other observations

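The tests in this part were chosen after the result had been seen. Most peaks were in 1 list only. A candidate explanation is that many regions lie near the calling threshold and pass it in 1 genotype by chance. The share of WT peaks found in D2018A would then rise with the score, and it reached 43.7% at a score of at least 100 against 15.2% for all WT peaks. A difference in 5hmC between the genotypes at low-scoring regions could give the same rise, so the rise does not decide for this explanation. At a score of at least 100, 40 WT and 10 D2018A peaks still had no counterpart. With unknown depth, a difference in 5hmC between the genotypes at these peaks stays open.

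Peaks of both lists shared positions beyond what their clustering on a scale of 1 Mb gives. Shifting each D2018A peak by up to 1 Mb left a mean of 3.86 overlapped WT peaks, so the 187 observed were 48.4 times as many (one-sided permutation test, p = 0.0001, the smallest these shifts can give). The shifts did not hold CpG density or read mapping fixed, so clustering on a finer scale or a shared artefact is not excluded.

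WT peaks were wider than D2018A peaks at 172 of the 187 shared positions (92.0%), with medians of 673 and 442 bp, and the narrowest peak was 281 bp in WT and 105 bp in D2018A. A different fragment or window length in the caller for each genotype, a difference in depth or fragment length between the libraries and stronger capture in WT cannot be told apart, since the reads and the settings of the caller were not analysed here.

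Across 512 windows of 5 Mb, the numbers of WT-specific and D2018A-specific peaks rose together (Spearman's rho 0.63, across windows, which are not independent replicates). On 8 chromosomes (4, 5, 8, 11, 12, 15, 17 and 19) at least 1 list had more peaks than the chromosome's share of CpG sites in GRCm38 gives. Without them the rho was 0.52 over 323 windows (two-sided permutation test, p = 0.0001, the smallest the permutations can give), which argues against these chromosomes as the whole cause. The 10 windows with the most WT peaks held 25.0% of the WT peaks and 22.4% of the D2018A peaks. Whether gene density explains the shared pattern was not tested.

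The X chromosome had 9 WT and 2 D2018A peaks. The WT number was 0.161 times what the chromosome's share of CpG sites in GRCm38 gives, which argues against CpG number as the cause. No biological explanation was tested.

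The paper's Supplementary file 1 lists 378 genes, 157 higher and 221 lower in D2018A. Of its adjusted p-values, 261 are under 0.01 (114 genes higher, 147 lower), and the largest is 0.0491. The legend of Figure 6D gives an adjusted p-value under 0.01 for its coloured genes, which the remaining listed genes do not meet. In the paper's values, the neighbouring genes Nicn1, Amt, Tcta and Rhoa on chromosome 9 are higher in D2018A by log2 fold changes of 7.97, 7.59, 5.43 and 2.80, and Nicn1 and Amt rank 1 and 2 by fold change. The deletion that the paper reports in WT but not D2018A cells is drawn on the same chromosome. Its window is on mm9 and the RNA-seq is on GRCm38, so whether it covers these genes was not tested. A loss of these genes in WT and an effect of D2018A therefore cannot be told apart here. The paper concludes that D2018A, and not the deletion, causes the differences in gene expression and 5mC. It bases this on cells with wild-type TET1 and 1 intact copy of the region. Its qPCR source data give log2 fold changes against WT for Peg10, Lefty1 and Lefty2. They are 1.89 (SD 0.416), 1.52 (SD 0.397) and 1.92 (SD 0.267) in D2018A, and 2.21 (SD 0.528), 1.01 (SD 0.648) and 1.30 (SD 0.504) in the parental LF2 line. The columns of single-targeted WT lines give 0.217 (SD 0.224), 0.233 (SD 0.365) and 0.135 (SD 0.248) in one line and -0.067 (SD 0.283), -0.057 (SD 0.372) and -0.175 (SD 0.264) in the other. The column of a single-targeted D2018A line gives 1.48 (SD 0.43), 0.42 (SD 0.646) and 0.595 (SD 0.605). These are the paper's values. The legend of Figure 6—figure supplement 3C does not name LF2 among its lines. The LF2 values were above WT for each gene, as were those of D2018A. The column names do not say which single-targeted WT line has the intact copy, and no test was made here.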
